# Genome-wide histone state profiling of fibroblasts from the opossum, *Monodelphis domestica*, identifies the first marsupial-specific imprinted gene

**DOI:** 10.1186/1471-2164-15-89

**Published:** 2014-01-31

**Authors:** Kory C Douglas, Xu Wang, Madhuri Jasti, Abigail Wolff, John L VandeBerg, Andrew G Clark, Paul B Samollow

**Keywords:** Genomic imprinting, Monoallelic expression, Histone modification, ChIP-seq, *Monodelphis domestica*, Marsupial

## Abstract

**Background:**

Imprinted genes have been extensively documented in eutherian mammals and found to exhibit significant interspecific variation in the suites of genes that are imprinted and in their regulation between tissues and developmental stages. Much less is known about imprinted loci in metatherian (marsupial) mammals, wherein studies have been limited to a small number of genes previously known to be imprinted in eutherians. We describe the first *ab initio* search for imprinted marsupial genes, in fibroblasts from the opossum, *Monodelphis domestica*, based on a genome-wide ChIP-seq strategy to identify promoters that are simultaneously marked by mutually exclusive, transcriptionally opposing histone modifications.

**Results:**

We identified a novel imprinted gene (*Meis1*) and two additional monoallelically expressed genes, one of which (*Cstb*) showed allele-specific, but non-imprinted expression. Imprinted vs. allele-specific expression could not be resolved for the third monoallelically expressed gene (*Rpl17*). Transcriptionally opposing histone modifications H3K4me3, H3K9Ac, and H3K9me3 were found at the promoters of all three genes, but differential DNA methylation was not detected at CpG islands at any of these promoters.

**Conclusions:**

In generating the first genome-wide histone modification profiles for a marsupial, we identified the first gene that is imprinted in a marsupial but not in eutherian mammals. This outcome demonstrates the practicality of an *ab initio* discovery strategy and implicates histone modification, but not differential DNA methylation, as a conserved mechanism for marking imprinted genes in all therian mammals. Our findings suggest that marsupials use multiple epigenetic mechanisms for imprinting and support the concept that lineage-specific selective forces can produce sets of imprinted genes that differ between metatherian and eutherian lines.

## Background

Genomic imprinting is an epigenetic phenomenon resulting in highly skewed (monoallelic) expression of genes in a parent-of-origin-specific manner. It affects a minority of genes in the genomes of therian mammals (eutherians and metatherians) but has not been detected in prototherians, birds, or other vertebrates [1-3]. In human and mouse, 79 and 123 imprinted genes have been characterized, respectively, with only ~60% of these genes sharing imprinted status in both species [4]. In addition to interspecific differences, imprinted expression of some loci has been shown to vary between cell types, tissues, developmental stages, and gene isoforms; and in some cases, ‘leaky’ expression of the repressed allele has been observed, especially in placenta [5-10]. These variable characteristics compound the difficulty of finding and describing imprinted genes, reveal the magnitude of variation present among suites of imprinted genes between species, and underscore the dynamic expression patterns of imprinted genes within an individual.

In metatherian (a.k.a. marsupial) mammals, genomic imprinting has been examined primarily in the tammar wallaby (*Macropus eugenii*: Australasian family Macropodidae), gray short-tailed opossum (*Monodelphis domestica*: American family Didelphidae), and Virginia opossum (*Didelphis virginiana*: Didelphidae), wherein only 19 genes, each already known to be imprinted in human and/or mouse, have been scrutinized in one or another of these species with regard to parent-of-origin-specific allele expression. Eight of these 19 loci have been shown to be imprinted in at least one of these marsupial species; nine show biallelic expression; and two have no marsupial homolog [11-14]. Of the eight marsupial imprinted genes, only *IGF2* and *H19* are located in an imprinted cluster and associated with an imprinting control region (ICR), both of which are hallmarks of imprinted loci in eutherian mammals [15,16]. The remaining six marsupial imprinted genes are individually imprinted, associated with no known clusters, and mechanisms that regulate their expression remain unknown.

Beyond interspecific comparative analyses to infer the evolutionary origins and adaptive significance of imprinted genes, the process of genomic imprinting is, *per se*, an invaluable model system for studying the epigenetic regulation of genes generally. For example, interspecific comparisons of imprinted and non-imprinted orthologs have led to the identification of certain structural features, such as SINEs and LINEs and their *cis*-acting epigenetic elements, that can affect the imprintability of a gene [17-19]. Further, the identification of differential DNA methylation between the two parental alleles at imprinted loci in eutherians has not only provided insight concerning the epigenetic regulation of these loci, but has also led to the development of a paradigm for studying *cis*-acting mechanisms of gene regulation at non-imprinted loci [3]. Finally, the interaction of genomic elements and epigenetic modifications at imprinted loci has revealed links between epigenetic states, chromatin structure, and transcriptional activity. A comprehensive catalogue of imprinted loci across a broader range of therians, including eutherian and marsupial species alike, with descriptions of the molecular mechanisms that establish and maintain the imprinted state, can illuminate the evolutionary history and mechanisms of genomic imprinting generally and perhaps reveal heretofore unrecognized selective pressures that act on a gene to target it for imprinted expression.

Various epigenetic marks have been associated with imprinted genes and ICRs in eutherians, most notably cytosine methylation and histone modifications. Differential methylation of cytosine residues at CpG dinucleotides within CpG islands has been found at both ICRs and promoter regions of imprinted genes and occurs in a parent-of-origin-allele-specific manner [20,21]. Some of these parent-of-origin-specific differentially methylated regions (DMRs) are established in the germ-line and maintained throughout all developmental stages and tissues, whereas other DMRs arise after fertilization and occur in tissue-specific or developmental-stage-specific patterns [22,23]. Furthermore, the loss of DNA methylation at the promoter region or ICR of an imprinted gene or imprinted gene cluster leads to the loss of the imprinted state, resulting in biallelic expression [24-26].

Differential histone modification states have also been associated with ICRs and promoter regions of imprinted genes. Transcriptionally repressive modifications such as trimethylation of lysine 9 of histone 3 (H3K9me3) and trimethylation of lysine 27 of histone 3 (H3K27me3) are present at the ICRs and/or promoters of the repressed allele, whereas transcriptionally active marks such as trimethylation of lysine 4 of histone 3 (H3K4me3) and acetylation of lysine 9 of histone 3 (H3K9Ac) are present at the ICRs and promoters of the actively expressed allele [27-29]. Along with DNA methylation, these histone modifications create relatively open or closed chromatin states, which can alter the accessibility of DNA to transcriptional machinery, thereby affecting transcription rates. In addition, certain of these transcriptionally opposing histone modifications have been shown to be mutually exclusive at identical sites in the promoter regions of active vs. repressed alleles at imprinted loci (e.g. H3K4me3 vs. H3K9me3; H3K9Ac vs. H3K9me3) suggesting a potentially powerful approach for seeking candidate-imprinted loci, independent of expression-based analyses based on DNA sequence variation, such as single-nucleotide polymorphisms (SNPs) [12,28,30].

Previous searches for imprinted genes in marsupials have focused on a small number of loci that are already known to be imprinted in eutherians, and only a few of these have sought to describe DNA methylation and histone modification profiles of CpG islands at putative promoter regions [2,13-15,31-37]. Clear evidence of differential DNA methylation at marsupial imprinted genes has been found at only two loci, and only the DMR at the *IGF2*-*H19* imprinting cluster has been shown to regulate transcription of a marsupial imprinted gene [15,33]. In addition, the marsupial X chromosome, which exhibits paternal imprinting for most loci in females, is strongly deficient in CpG island methylation [38-40].

Data addressing histone modifications at promoters and CpG islands of marsupial imprinted genes are extremely limited, with only two histone modifications, H3K3me2 and H3K9me3, examined for opossum *Igf2r*, *Htr2A*, and *L3mbtl*. These genes exhibit enrichment of H3K4me2 but not H3K9me3 at promoters [13]. Chromosome-level immunofluorescence analyses of wallaby, opossum, and brush-tailed possum (*Trichosurus vulpecula*: Australasian family Phalangeridae) X chromosomes, using antibodies to specific histone modifications, have shown correlations between several repressive and activating histone marks on the inactive and active X chromosomes, respectively, consistent with a possible role for histone modification states in the transcriptional regulation of genes on the marsupial X [39,41-44]. Unfortunately, these cytologic approaches lack power to resolve the locations of modified histones on scales much below the chromosome band level, so cannot identify correlations between histone modification distributions and expression states of individual genes.

Taking advantage of continuously improving next-generation (NextGen) sequencing technologies and the high-quality draft assembly of the *M. domestica* genome, we are now able to search for marsupial-specific imprinted genes and analyze fundamental signals of imprinting on a genome-wide basis. To accomplish this, we conducted reciprocal crosses of animals from two *M. domestica* stocks and used ChIP-seq (chromatin-immunoprecipitation of genomic DNA followed by NextGen sequencing) to perform the first *ab initio* search for putative gene promoters that are concurrently marked by mutually exclusive, transcriptionally opposing histone modifications as a means to identify candidate-imprinted genes.

## Results

### ChIP-seq analysis

The genomic distributions of four histone modifications were analyzed in opossum fibroblasts by ChIP-seq, using antibodies against H3K4me3, H3K9me3, H3K27me3, and H3K9Ac (see Methods). 

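The 4 modifications were profiled by native ChIP-seq, in which chromatin that has not been cross-linked is digested with micrococcal nuclease and precipitated with an antibody, in primary ear fibroblasts of a single F1 male (A0514) with an LL1 mother and an LL2 father. The Methods give fewer than 5 passages for these cells, whereas the sample labels give 4 to 6. There was 1 library per antibody and 1 library of input chromatin taken before precipitation, so no value below has a replicate error and no tests were made between marks. The paper's reported numbers of aligned reads were 71.3 M for H3K4me3, 112.4 M for H3K9Ac, 56.9 M for H3K9me3, 118.0 M for H3K27me3 and 78.2 M for the input, and the deposited peak lists hold no read counts. The authors mapped the reads to MonDom5 with Bowtie, keeping the best alignment of each read, and called peaks in each library against the input with MACS. Each of the 4 deposited lists gives the position of every peak and the authors' score, which is minus 10 times the log10 of the MACS p-value, so that a score of 50 corresponds to a p of 1e-05. A score depends on the depth of its library and the width of its peak, and was used only to rank or filter peaks within a list. Scores run into a ceiling near 3100, and peaks there cannot be ranked. From these lists, peaks with p of at most 1e-05 were counted, and peaks of different marks were intersected with a minimum shared length of 1 base. Overlaps were set beside those of 100 sets in which the peaks were placed at random within their own chromosomes, as a description without a p-value. Genome-wide gene, promoter and CpG island annotations of MonDom5 were not used here, so overlaps with promoters were not analysed here. The only annotated positions used were the 3'-UTR regions of Table S3 and the CpG islands of Table S9. Intervals given for shares are exact 95% binomial intervals, which cover counting error only.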

More than 436 million Illumina ChIP-seq reads from male fibroblasts were uniquely mapped to the current *M. domestica* genome assembly (MonDom5). 

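The lists of the 2 MOAs hold peaks with scores of 50 or more throughout, so each deposited peak has p of at most 1e-05. H3K4me3 had 79412 peaks covering 207.5 Mb, with a median width of 1983 bases and a range from 372 to 57378 bases. H3K9Ac had 52511 peaks covering 132.9 Mb, with a median width of 2061 bases and a largest width of 36168 bases. The median score was 226 for H3K4me3 and 223 for H3K9Ac, and 7.35% of H3K4me3 peaks and 2.62% of H3K9Ac peaks were at or above the ceiling of the score. The stricter threshold, p of at most 1e-10, moved these numbers most, to 60083 H3K4me3 peaks and 39353 H3K9Ac peaks.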

The two marks of activation (MOAs) examined, H3K4me3 and H3K9Ac, gave 79,412 and 52,511 unique peaks of enrichment, respectively (Model-based Analysis for Chip-seq [MACS], p ≤ 10^-5^, see Methods). The two marks of repression (MORs) examined, H3K9me3 and H3K27me3, gave 56,719 and 16,592 unique peaks of enrichment, respectively (MACS, p ≤ 10^-5^) (Additional file 1: Table S1). 

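The deposited lists of the 2 MORs reach down to a score of 30, which is a p of 0.001. The H3K9me3 list holds 159734 peaks covering 298.6 Mb, of which 87583 (54.8%) have p of at most 1e-05. The H3K27me3 list holds 16592 peaks covering 38.03 Mb, of which 6668 (40.2%) have p of at most 1e-05. The median score at p of at most 1e-05 was 78.2 in the H3K9me3 list and 71.0 in the H3K27me3 list, which are not on a common scale. At this threshold the median width was 1960 bases for H3K9me3 and 2337 bases for H3K27me3. At p of at most 1e-10, 28551 H3K9me3 peaks and 1690 H3K27me3 peaks were left. The H3K9me3 library had the smallest number of aligned reads of the 4 and the H3K27me3 library the largest, so the number of peaks did not follow the depth.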

We next analyzed the overlap of each histone modification with promoters of annotated genes (defined herein as genomic regions 5,000 bases upstream to 500 bases downstream of annotated transcription start sites) and their associated CpG islands. Of the 22,030 annotated genes in MonDom5, 13,021 showed expression in at least one of four male-fibroblast cell lines as determined by RNA-seq (data not shown), and 9,012 (69%) of them were marked by H3K4me3 (Figure 1A, B). About half of these expressed genes have an annotated CpG island at the promoter and 93% of these CpG islands were marked with H3K4me3 regardless of transcriptional state (Figure 1B). Thus, the promoters of the transcribed genes (e.g. *Abcd4*, Figure 1C) showed enrichment for two MOAs and were deficient for MORs, whereas the promoters of repressed genes (e.g. *Saa*, Figure 1D) showed a deficiency in MOAs and, in some cases, an enrichment of H3K9me3. 

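Within the region drawn for Abcd4 in Fig. 1C (MonDom5 chromosome 1), the strongest peaks were an H3K4me3 peak from 249418543 to 249421602 with a score of 2138 and an H3K9Ac peak from 249418908 to 249421974 with a score of 545. A weaker pair lay from 249413302 to 249414524 for H3K4me3 (score 50.5) and from 249413532 to 249414992 for H3K9Ac (score 69.2), and another H3K9Ac peak from 249443074 to 249445160 (score 75.0). No H3K9me3 or H3K27me3 peak of the deposited lists lay in the region. The nearest peak of H3K27me3 was 4718 bases outside it and the nearest of H3K9me3 was 14416 bases outside it. In the region drawn for Saa in Fig. 1D (chromosome 5) the only peak was one of H3K9me3, from 248684807 to 248687814, with a score of 203. The nearest H3K4me3 peak was 9639 bases outside that region and the nearest H3K9Ac peak 20662 bases outside it.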

The distribution of H3K27me3 was diffuse across the opossum genome. 

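H3K27me3 peaks with p of at most 1e-05 covered 21.77 Mb. On the autosomes there were 1.31 such peaks per Mb, against 23.9 for H3K9me3, 21.9 for H3K4me3 and 14.9 for H3K9Ac. Their distribution over the assembly was uneven. Sequence not placed on a chromosome made up 2.86% of the span covered by the lists but held 2179 of the H3K27me3 peaks (32.7%, interval 31.6% to 33.8%), and 3245 (19.6%) of every deposited H3K27me3 peak. It held 6.28% of H3K9me3 peaks, 4.46% of H3K4me3 peaks and 1.61% of H3K9Ac peaks. The highest score of any H3K27me3 peak was 1013, below the ceiling.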

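Distances to the nearest deposited H3K27me3 peak were taken from the promoter CpG islands listed in Table S9, with every peak in the list included. Table S9 prints the same coordinates for the promoter and intron 11 islands of Igf2r, and they were taken as the promoter. The nearest peak was 281.2 kb from the island of Igf2r, 404.2 kb from that of Meis1 and 22.7 kb from that of Cstb. At Rpl17 a weak H3K27me3 peak with a score of 42.0 (the authors' p = 6.3e-05) lay 2484 bases from the island, on chromosome 3 of MonDom5 from 437580487 to 437581941, and did not pass the threshold. The promoters of Htr2A, L3mbtl and Mest, and the share of peaks between genes, were not analysed here.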

Most significant peaks occurred in intergenic regions, while promoters and gene bodies of biallelically expressed genes and known opossum imprinted genes showed a general depletion of H3K27me3. In addition, enrichment of H3K27me3 has not been shown in other mammalian species to be mutually exclusive with the MOAs used in this study. For these reasons H3K27me3 appeared not to be useful for the purposes of this study and was excluded from further examination.

**Figure 1:**
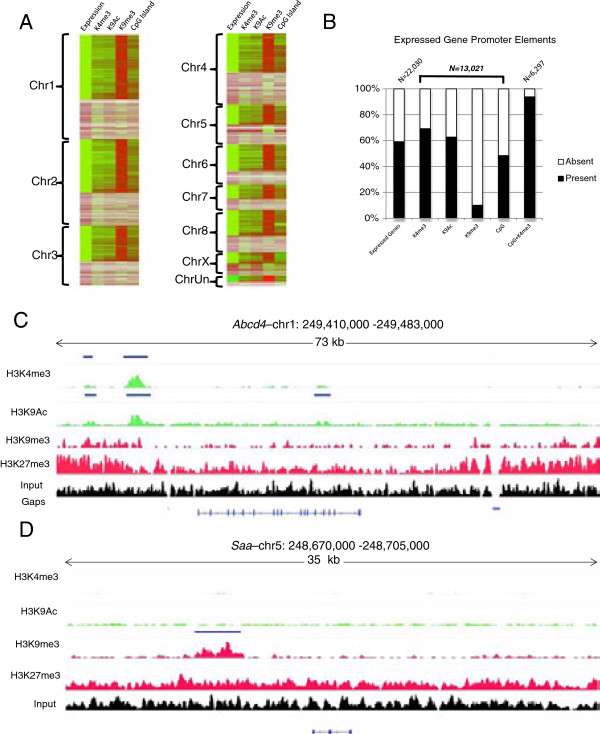
**Summary of fibroblast ChIP**-**seq results. A)** Heatmap of RNA expression, H3K4me3, H3K9Ac, and H3K9me3 occupancy, and CpG Islands. Expression was determined using RNA-seq data from four male fibroblast cell lines. Green = expression or presence of element, Red = no expression or absence of element. White = no measurable expression or elements. **B)** Graph of percentage of genes that are expressed, percentage of promoters of expressed genes with indicated histone modifications or CpG island, and percentage of CpG islands marked by H3K4me3. K4me3 = H3K4me3; K9Ac = H3K9Ac; K9me3 = H3K9me3. **C)** and **D)** Histone profiles across an expressed gene (*Abcd4*) and a repressed gene (*Saa*). Blue bars = significant peak of enrichment within 5.5 kb of the putative promoter; green scans = marks of activation; red scans = marks of repression; black scans = input. Gaps (if present) and gene annotations are shown in the bottom panels.

In addition to the promoters discussed above, we examined overlap of the various histone modifications with each other and all annotated putative promoters (35,105) in the MonDom5 assembly. 

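Peaks of the 2 MOAs coincided far more often than peaks placed at random, and peaks of H3K9me3 coincided with MOA peaks less often than at random. Of the 52511 H3K9Ac peaks, 47275 (90.03%, interval 89.8% to 90.3%) shared at least 1 base with an H3K4me3 peak, against a mean of 10.6% in the shuffled sets. In the other direction, 45331 H3K4me3 peaks (57.1%) shared a base with an H3K9Ac peak. Of the 87583 H3K9me3 peaks at p of at most 1e-05, 4807 (5.49%, interval 5.34% to 5.64%) overlapped an H3K4me3 peak, against 9312 in the mean of the shuffled sets and at least 9115 in any of them. Overlap with H3K9Ac was rarer, at 1091 H3K9me3 peaks (1.25%) against 5751 in the mean of the shuffled sets. When the whole peak had to be covered, the alternative that moved these numbers most, 24890 H3K9Ac peaks and 617 H3K9me3 peaks lay inside H3K4me3 peaks. Leaving out unplaced sequence lowered the number of H3K9me3 peaks that overlapped an H3K4me3 peak to 2910 (3.55%). The mean of the shuffled sets fell by less, from 9312 to 8071. The deficit in overlap with H3K4me3 therefore lay on the placed chromosomes, and on unplaced sequence this overlap was above random placement.

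**Figure D1:**
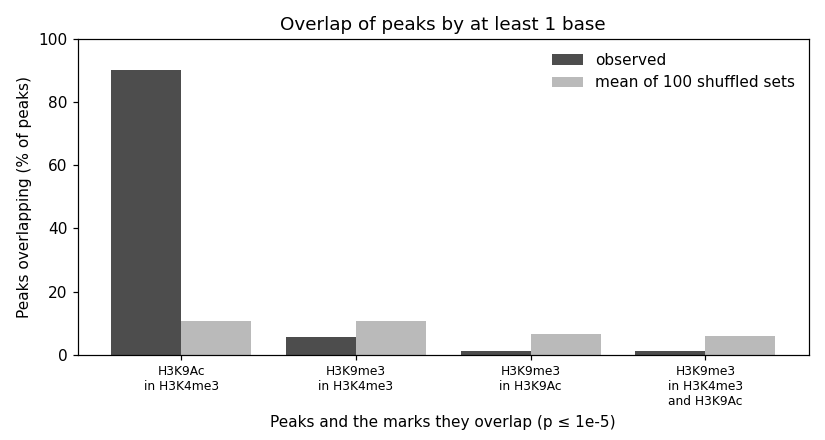
Share of peaks at p of at most 1e-05 that shared at least 1 base with a peak of the marks named below each pair of bars, as a percentage of the peaks of the first mark. Dark bars are the deposited peaks and light bars the mean of 100 shuffled sets, which is 10.6% for H3K9Ac in H3K4me3 and also 10.6% for H3K9me3 in H3K4me3.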

Of the H3K9Ac peaks, 47,275 (90%) overlapped with an H3K4me3 peak by at least one base pair, and 6,410 (11%) H3K9me3 peaks overlapped with an H3K4me3 peak (Figure 2A, Additional file 1: Table S2). Additionally, 11,580 (52%) promoter-associated CpG islands were marked by a significant H3K4me3 peak.

**Figure 2:**
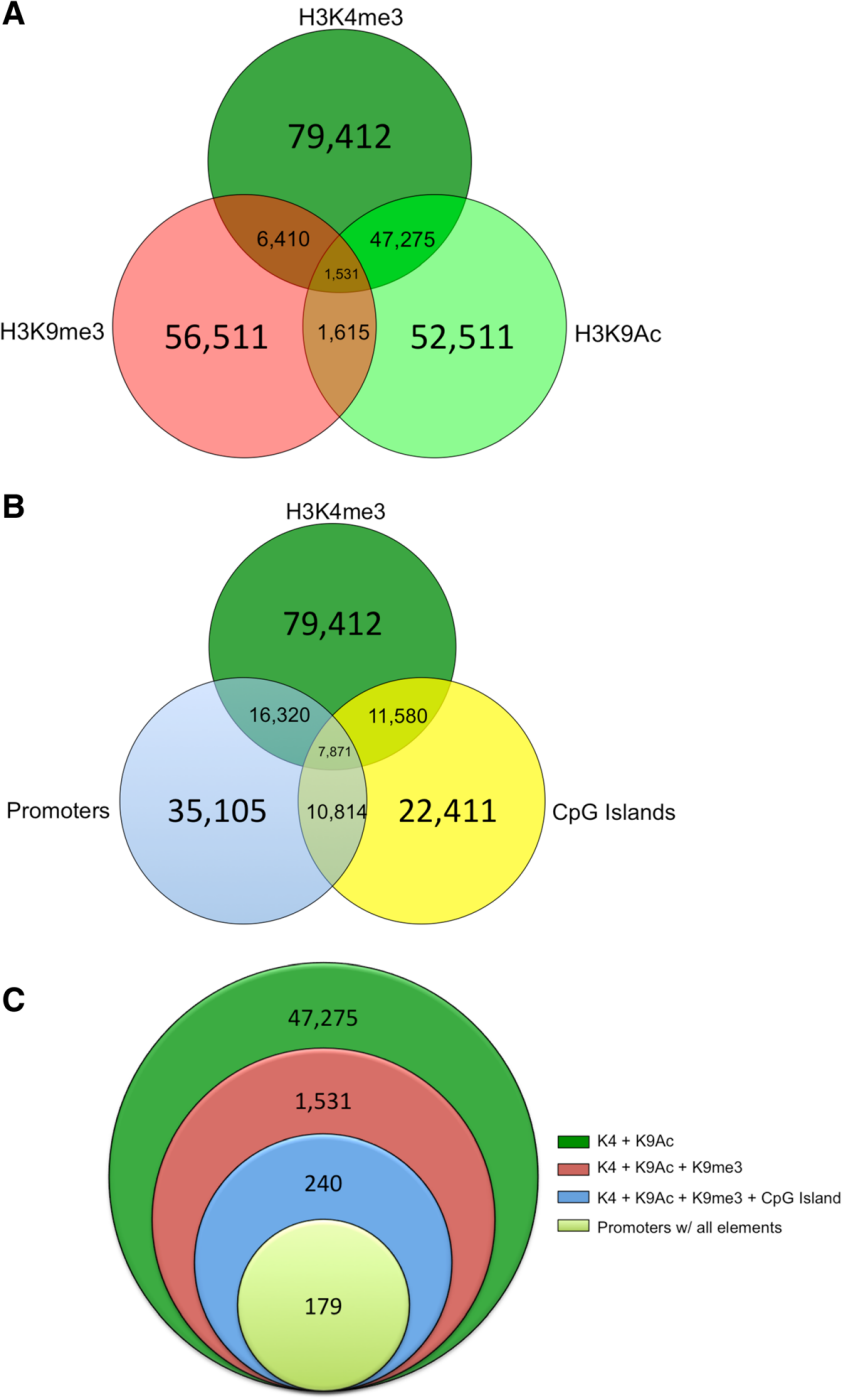
**Venn diagrams representing overlaps of significant histone peaks, annotated CpG islands, and putative promoters used to identify candidate-imprinted genes. A)** Significant peaks for H3K4me3 (dark green), H3K9Ac (light green) and H3K9me3 (red). **B)** Overlaps of H3K4me3 (green), annotated CpG islands (yellow), and putative promoters (blue). **C)** Overlaps of H3K4me3 + H3K9Ac peaks (green), all three histone modification peaks (red), all three histone modification peaks and CpG islands (blue), and all elements and putative promoters which represents the list of candidate imprinted genes (light green).

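Concurrent marking was measured on the peaks themselves, without the promoter and CpG island criteria. With H3K9me3 at p of at most 1e-05, 1039 H3K9me3 peaks overlapped both an H3K4me3 and an H3K9Ac peak. With every deposited H3K9me3 peak included, the looser threshold that Table S2 names for the candidate number only, there were 1555. In the shuffled sets the means were 5173 and 8658. The concurrently marked H3K9me3 peaks in the looser set had a median score of 70.5 and a median width of 1550 bases, against 53.2 and 1522 bases for the other H3K9me3 peaks, and 516 of them (33.2%) had a p above 1e-05. A further 4561 H3K9me3 peaks overlapped H3K4me3 but not H3K9Ac, with a median score of 142.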

Of the 35,105 putative promoters, 16,620 (~46%) were marked with H3K4me3, 7,871 also had an annotated CpG island, and 179 of them were also concurrently marked with H3K9Ac and H3K9me3 (Figure 2B and C). 

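On the X chromosome a single H3K9me3 peak overlapped both MOAs, from 67367301 to 67368440 on MonDom5 with a score of 93.0, and whether it lies at a promoter was not analysed here. All marks had fewer peaks per Mb on X than on the autosomes. At p of at most 1e-05 the ratio of X to autosomes was 0.436 for H3K4me3 (interval 0.405 to 0.468) and 0.420 for H3K9Ac (0.384 to 0.459), and was lower for H3K9me3, at 0.117 (0.102 to 0.133), and for H3K27me3, at 0.0481 (0.0156 to 0.112). These ratios rest on 759, 498, 222 and 5 peaks on X, in that order.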

No X-linked genes met these criteria. This is noteworthy because the fibroblasts analyzed were of male origin (see Methods), and thus possessed only a single X chromosome; patterns reflective of imprinted expression of X-linked genes would have signaled false positive outcomes. That none were observed provides an internal control indicating the accuracy of ChIP-seq procedures in this study. These 179 autosomal genes with putative promoters marked by two MOAs, one MOR (H3K9me3), and a CpG island were considered candidate-imprinted genes and targeted for SNP discovery along with *Igf2r* (Figure 2C). 

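Table S3 lists 178 candidate genes apart from Igf2r, with the position of the 3'-UTR region amplified for each but not of the promoter. None is on X and 2 are on unplaced sequence. An H3K9me3 peak that overlapped both MOAs lay within 100000 bases of this region for 139 of the 178 genes (78.1%, interval 71.3% to 83.9%), at a median distance of 23.8 kb over all 178. Random positions on the same chromosomes gave a mean of 13.4 genes, and H3K4me3 peaks that overlapped H3K9Ac, drawn from the same chromosomes, gave a mean of 32.9. The candidates were selected by the study from these libraries, so a high share follows from that selection. The distance of 100000 bases was chosen after the data were seen, and at 10000 bases the number of genes was 61. Among the 43 genes with such a peak lying wholly inside both MOA peaks within 10000 bases, the 5 highest scores were 388 at VIM (chromosome 8, 256737780 to 256741953), 329 at a gene without a symbol in Table S3 (chromosome 2, 213236428 to 213239713), 290 at HNRNPF (chromosome 1, 343906838 to 343909866), 277 at MCL1 (chromosome 2, 495753023 to 495756344) and 247 at PCDH7 (chromosome 5, 195761998 to 195765206), all on MonDom5. Genes whose promoter is far from the 3'-UTR region can be missed by these distances. Meis1 is not among the 43, although its promoter H3K9me3 peak lies wholly inside both MOA peaks. That peak is more than 100000 bases from the Meis1 3'-UTR region. From the concurrence of 2 MOAs, H3K9me3 and a CpG island at a promoter, the paper reasons that the genes of Table S3 are candidates for imprinting.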

*Igf2r* is known to be imprinted in *M. domestica* and has a promoter CpG island, but it did not show overlapping enrichment of MOAs and H3K9me3. 

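The Igf2r promoter CpG island of Table S9 lies on chromosome 2 of MonDom5 from 442405660 to 442406525, coordinates that the table also prints for the island in intron 11, so which of these islands they mark is uncertain. It was covered by an H3K4me3 peak from 442404790 to 442411762, whose score was at the ceiling, and by an H3K9Ac peak from 442404989 to 442408774 with a score of 1061. A second H3K9Ac peak followed from 442409061 to 442411225 (score 294). The nearest H3K9me3 peak in the deposited list was 135.3 kb from the island.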

The histone modification states of the remaining annotated opossum imprinted genes, *Htr2A*, *L3mbtl*, and *Mest*, were also examined and showed the presence of MOAs at their promoters but lacked H3K9me3 (Additional file 2: Figure S5). However, informative SNPs for these genes were not present in our crosses, precluding our assessment of their imprinted/non-imprinted states. Furthermore, the *Igf2*-*H19* imprinted cluster is not present in the current MonDom5 assembly and consequently was not accessible for this study.

### SNP search for candidate-imprinted genes

PCR primers (Additional file 1: Table S3) were designed to target the 3’-UTR for each of the 179 candidate-imprinted genes and *Igf2r*, allowing for amplification of both genomic DNA (gDNA) and cDNA with the same primer. The primer panel was run on liver DNA from the eight animals in the P generation to search for ‘trackable’ parent-specific SNPs between the reciprocal crosses. Of the 179 genes tested, 38–49 genes, depending on the cross, showed at least one such SNP in individual crosses (Additional file 1: Tables S4-S7). We selected 30 genes that had a trackable SNP in at least one family in each reciprocal cross, and 21 of these showed specific 3’-UTR amplification of cDNA from the F_1_ generation. PCR products amplified from fibroblast-derived gDNA and cDNA using these primers were Sanger sequenced to qualitatively assess monoallelic vs. biallelic gene expression, and 17 of them gave high quality sequences from both templates (Additional file 1: Tables S4-S7).

### *Meis1* is paternally imprinted in *M. domestica* fibroblasts

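Meis1, Cstb and Rpl17 each had an H3K9me3 peak within 5000 bases of the promoter CpG island, and it overlapped both MOAs in each case, but the strength of the peaks and the extent of the overlap differed. The Meis1 island (MonDom5 chromosome 1, 624957358 to 624957620) lay inside an H3K4me3 peak from 624937578 to 624963151 and an H3K9Ac peak from 624939253 to 624963209, 25574 and 23957 bases wide and both at the score ceiling. The Meis1 H3K9me3 peak, from 624952182 to 624953442, was 3916 bases from the island and had a score of 36.2 (the authors' p = 0.00024), so it is in the list only at the looser threshold. At Cstb (chromosome 4, island from 10081961 to 10082165) the H3K9me3 peak ran from 10078398 to 10081694, 267 bases from the island, with a score of 258 (the authors' p = 1.5e-26). The H3K4me3 peak there ran from 10075814 to 10085356 and the H3K9Ac peak from 10078601 to 10085375. At Rpl17 (chromosome 3, island from 437577629 to 437578003) the H3K9me3 peak ran from 437578294 to 437580956, 291 bases from the island, with a score of 118 (the authors' p = 1.6e-12), beside an H3K4me3 peak from 437576958 to 437579645 and an H3K9Ac peak from 437577513 to 437579144 with scores of 2274 and 169. None of the 3 H3K9me3 peaks shared a base with its CpG island.

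**Figure D2:**
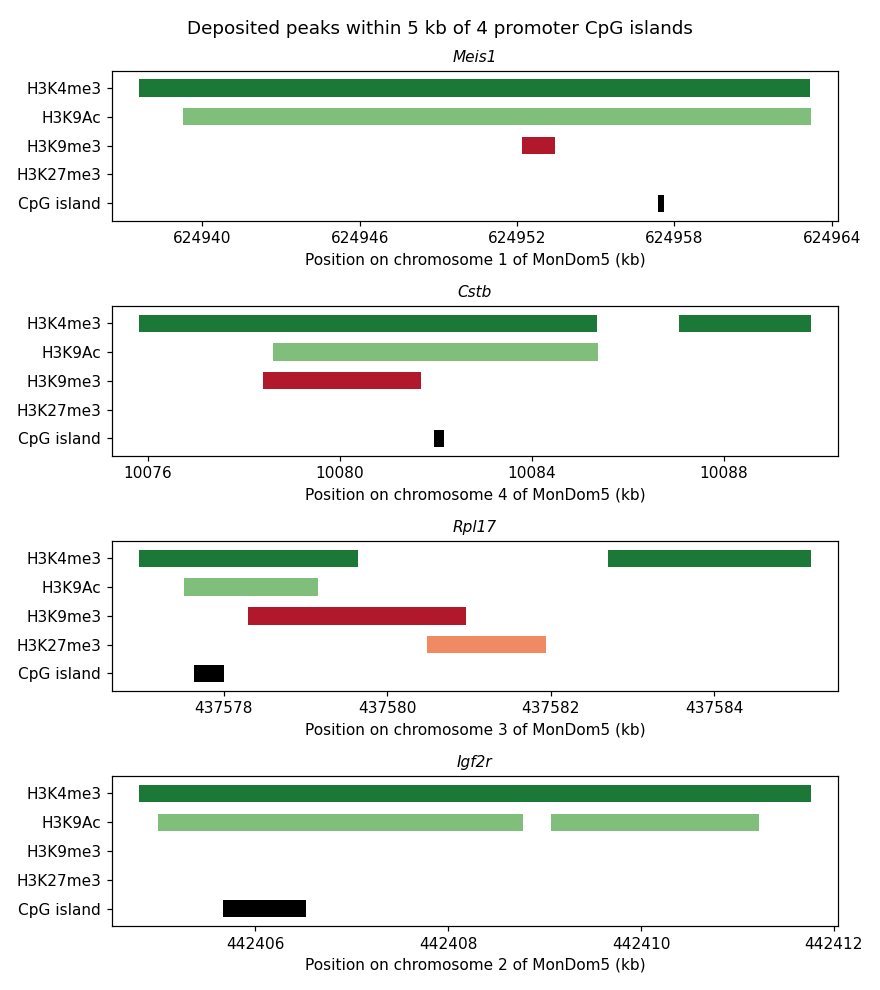
Deposited peaks of the 4 marks within 5000 bases of the promoter CpG islands of Meis1, Cstb, Rpl17 and Igf2r, drawn to scale along each chromosome (kb, MonDom5). Each bar is 1 peak at p of at most 0.001 and the black bar is the CpG island; the H3K9me3 bar lies 3916 bases from the island at Meis1 and is missing at Igf2r.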

Among the 17 candidate loci described above, three annotated genes with promoters concurrently marked by the two MOAs and H3K9me3 (MOR) were clearly heterozygous for SNP variants in gDNA and showed strong allele-biased expression of alleles in cDNA: *Meis1* (ENSMODG00000003396), *Cstb* (ENSMODG00000021035), and *Rpl17* (ENSMODG00000011184) (Figure 3A-C; Additional file 1: Table S8, Additional file 2: Figure S2). *Meis1* showed unambiguous parent-of-origin-specific differential expression (Additional file 2: Figure S3). Quantification of relative maternal vs. paternal allele expression levels by pyrosequencing showed 92% and 77% expression of the maternal allele for one animal from each reciprocal cross (A0695 and A0727 respectively) (Figure 3C). Four additional F_1_ animals were examined for monoallelic expression, and informative animals showed strong maternal-allele biased expression with an average of 82% of transcripts originating from the maternal allele. Both *Cstb* and *Rpl17* also exhibited monoallelic expression; however, the pattern for *Cstb* was not parent-of-origin-specific, but showed allele-specific expression bias (Additional file 1: Table S8; Additional file 2: Figure S3). *Rpl17* allelic transmission direction could not be determined from the families examined, so distinguishing between imprinted vs. allele-biased (non-imprinted) expression was not possible for this locus. *Igf2r* also showed monoallelic expression in the one F_1_ animal (A0695) that was heterozygous for a trackable SNP (Additional file 2: Figure S3), but no informative reciprocal cross type was present in the families examined.

**Figure 3:**
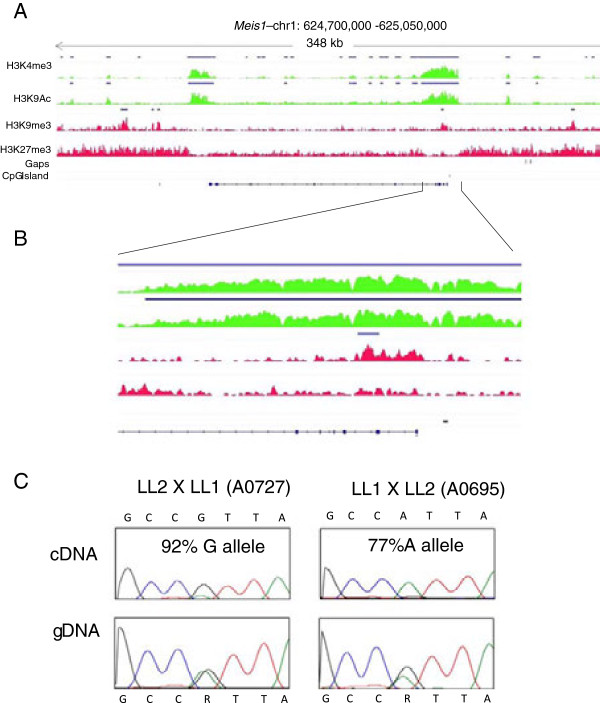
***Meis1 *is maternally imprinted in *M*. *domestica *fibroblasts. A)** Histone profiles of *Meis1*. Two MOAs (two green scans), two MORs (two red scans), assembly gaps, annotated promoter CpG island, and the gene annotation. Significant histone peaks (MACS, p ≤ 10^-5^) are indicated by blue bars above the scan peaks. **B)** Enlargement of the genomic segment including and flanking both sides of the promoter region of *Meis1*. **C)** Genomic DNA and cDNA genotypes of one animal from each reciprocal cross. Percent of maternal allele contribution as determined by pyrosequencing is shown in each box.

### Methylation states of promoters

We next utilized bisulfite sequencing to assay cytosine methylation at promoter CpG islands of the four monoallelically expressed genes (bisulfite PCR primers are listed in Additional file 1: Table S9). For *Meis1*, we assayed 16 CpG dinucleotides across the promoter and found a hypomethylated state but no evidence of differential methylation (Figure 4A). The promoters of *Cstb*, *Rpl17*, and *Igf2r* were also hypomethylated with no evidence of differential methylation. Recently, Das *et al*. (2012) discovered a differentially methylated CpG island in intron 11 of *Igf2r* in the liver, brain, and kidney of *M. domestica*. We assayed 18 CpG dinucleotides across this same CpG island and found this DMR in fibroblasts as well (Additional file 2: Figure S4). However, we were unable to assess allele-specific methylation patterns, as a parent-of-origin specific SNP was not present in this region in our animals. The hypomethylated states of the promoters of *Meis1*, *Cstb*, *Rpl17*, and *Igf2r*, as well as the DMR in intron 11 of *Igf2r*, were also verified in three other F_1_ animals: A0690 (female), A0716 (male), and A0727 (male).

**Figure 4:**
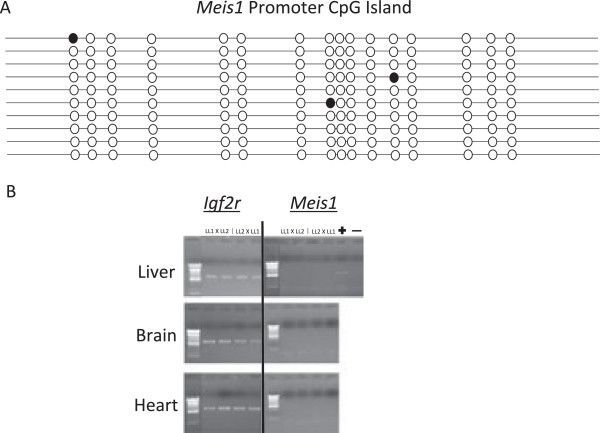
**DNA methylation profiles of *Meis1 *and tissue-specific expression pattern. A)** Bisulfite converted DNA was cloned and sequenced. Each line represents an individual PCR product. The annotated promoter CpG island was assayed for DNA methylation. Unfilled circles represent unmethylated cytosines at CpG dinucleotides and filled circles represent methylated cytosines. **B)** 1% agarose gel of PCR amplicons (cDNA) generated from liver, brain, and heart mRNA from four F_1_ animals used in this study (A0690. A0695, A0716, A0727). *Igf2R* is expressed in all three tissues, but *Meis1* is not expressed. Ladder = 100 bp DNA Ladder; Positive control = fibroblast cDNA.

## Discussion

Of the 35,105 putative promoters assayed in our ChIP-seq analysis of *M. domestica* fibroblasts, only ~46% (16,320) were marked by H3K4me3. This fraction is considerably smaller than the 74% and 71% of promoters marked by this expression-associated modification in cultured human and mouse cells, respectively [29,45], and is most likely an artifact of inaccuracy in the annotation of the *M. domestica* gene set. The initial set of predicted protein-coding and non-coding genes was produced by analyzing similarity with well-annotated eutherian gene sets, a practice that is expected to underrepresent or overlook diverged orthologs, paralogs, and marsupial-specific genes [46,47]. Further annotation has relied on individual sequencing of genes-of-interest, as well as a small number of RNA-seq data sets that are enriched for the 3’ ends of genes, leaving the 5’ annotation of many genes incomplete or inaccurate. This issue was underscored by a recent, comprehensive RNA-seq study of the *M. domestica* X chromosome [40] in which we found that the 5’ ends of nearly half of the genes on the X chromosome are incorrectly annotated in the MonDom5 assembly, with ~30% having a transcription start site more than 5 kb upstream from the first annotated 5’ exon. Annotation issues of this kind, especially at the 5’ ends of genes, pose a significant challenge for correlating promoter histone modification states with transcriptional states. In light of this limitation, our results likely underestimate the number of opossum promoters marked, either independently or concurrently, by MOAs and/or H3K9me3.

We were, nevertheless, able to identify 179 genes that were concurrently marked by MOAs and H3K9me3 within 5 kb of an annotated 5’ exon. Twenty-one of these were expressed in fibroblasts and had an informative SNP in each reciprocal cross. Importantly, only six of them showed 100% overlap of significant peaks of H3K4me3, H3K9Ac, and H3K9me3, and half of these exhibited strongly biased allele expression, of which at least one, *Meis1*, was clearly expressed in a parent-of-origin specific manner; i.e., is imprinted. 

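The extent of overlap was measured as the share of the H3K9me3 peak covered by the MOA peaks. With every deposited H3K9me3 peak included, 237 of the concurrently marked peaks (15.2%, interval 13.5% to 17.1%) lay wholly inside both an H3K4me3 and an H3K9Ac peak, and with H3K9me3 at p of at most 1e-05 the number was 127. The Meis1 H3K9me3 peak, 1261 bases wide, lay wholly inside both. The Cstb peak, 3297 bases wide, lay wholly inside the H3K4me3 peak, but 203 bases of it were outside the H3K9Ac peak, and 93.8% of it was shared by all 3 marks. The Rpl17 peak, 2663 bases wide, had 1311 bases outside the H3K4me3 peak and 1812 bases outside the H3K9Ac peak, and 32.0% of it was shared by all 3 marks.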

None of the 11 candidate genes with less than 100% peak overlap exhibited monoallelic or strongly skewed expression. The high frequency (50%) of monoallelic expression among genes with 100% overlap of transcriptionally opposing histone marks suggests that complete peak overlap be adopted as an essential criterion in future *ab initio* searches for imprinted genes in non-eutherian species.

It is important to note that opossum *Meis1* expression occurs *in vivo* as well as in cultured fibroblasts. For example, in a study unrelated to the present one (and unfortunately uninformative for imprinting analysis), *Meis1* transcripts were found to be abundant in RNA-seq reads in cDNA prepared from gestational day 13.5 (E13.5) opossum brain and extra-embryonic membranes (X Wang, KC Douglas, AG Clark, PB Samollow, unpublished data). In addition, expression of the *Meis* family of genes in eutherians is strongly developmental-stage and cell-type specific, and inspection of transcript contig assemblies in the genome browser features of OpossumBase (http://opossumbase.org/?q=genome_browsers) [48] indicate that expression of *Meis1* is also developmentally variable and tissue-specific in opossum. The OpossumBase contigs were constructed from normalized cDNA libraries and are not useful to gauge expression levels, but they do verify that *Meis1* transcripts were sufficiently abundant to construct full-length mRNA transcript contigs from E9.5 embryo and E12.5 fetus samples, and from 1-day and 12-day post-partum newborns, but not from 25-day newborns. Similarly, transcripts sufficient for full-length contig assembly were present in adult ear pinna, thyroid, eye, tongue, heart, pancreas, stomach, colon spleen, ovary, and skeletal muscle, but not in adipose, brain, lung, diaphragm muscle, liver, kidney, or testis samples. In the present study, using standard PCR protocols, we unable to detect *Meis1* 3'UTR transcripts in adult opossum liver, kidney, and heart in cDNA prepared from four F_1_ animals from our reciprocal crosses (Figure 4B). This outcome agrees with the contig profiles in OpossumBase for liver and kidney, but not for heart; which suggests that *Meis1* is expressed in heart, but at levels too low for detection by routine PCR amplification from non-normalized cDNA.

Of the two remaining monoallelically expressed genes, *Cstb* clearly showed allele-biased expression that was independent of parent of origin, while imprinted vs. allele-biased expression of *Rpl17* could not be distinguished due to lack of reciprocal allelic transmission data. The possibility of different underlying causes for monoallelic expression emphasizes the importance of conducting reciprocal crosses to detect genuine parent-of-origin-specific expression patterns, a practice that has been absent from many past studies of marsupial imprinted genes.

Assessment of the transcriptional state of these three monoallelically expressed genes reveals the first case of an imprinted gene in a marsupial that is not known to be imprinted in any other organism, and suggests a role for histone modification states in the occurrence of monoallelic-expression of genes in the opossum and perhaps other marsupial genomes. Contrastingly, methylation analysis of gDNA from these fibroblasts failed to find evidence of DMRs at annotated CpG islands in the promoter regions of this novel imprinted gene or either of the other monoallelically expressed genes, *Cstb* and *Rpl17*. This is consistent with past reports that DMRs are rare or absent from marsupial orthologs of eutherian imprinted genes.

Examination of the four previously known annotated opossum imprinted genes, *Igf2r*, *Htr2A*, *L3mbtl*, and *Mest* failed to detect transcriptionally opposing histone modifications at their respective promoters or their gene bodies. *Igf2r* is not imprinted in humans but is imprinted in mouse, sheep, dog, and marsupials (wallaby and opossums). In mouse, the transcriptional regulation of *Igf2r* is controlled by a DMR in intron 2 and by an antisense transcript (*Air*). Interestingly, the DMR at intron 2 is present in human, mouse, and sheep, but absent in dog and marsupials [49,50]. Transcriptionally opposing histone states have been associated with the imprinted state, or lack thereof, in human and mouse; but the full-length *Air* antisense transcript has only been described in mouse [51,52]. *Htr2A*, *L3mbtl*, and *Mest* show variation of imprinted status in human organs sampled, and are associated with certain disease states that correlate with aberrant DMRs, but no studies of associated histone states have been reported for these loci [53-55].

We were able to assess the imprinting status at the *Igf2r* locus, but a lack of suitable SNP variants in our animals prevented us from analyzing expression patterns of *Htr2A*, *L3mbtl*, and *Mest*. It is possible that these genes are not imprinted in opossum fibroblasts, in which case the absence of transcriptionally opposing histone modifications would be expected. Alternatively, any or all of these three genes could be imprinted in opossum fibroblasts but not marked or regulated by the specific histone modifications we examined, or DMRs, but rather by some yet-to-be-identified genomic elements or regulatory mechanisms such as non-coding RNA transcripts. If so, there could be additional imprinted loci in fibroblasts that went undetected by our strategy relying on only four histone modifications.

Although *Meis1* showed parent-of-origin-specific allele expression in three individual fibroblast cell lines, there was ‘leaky’ expression of the paternal allele in some samples. Leaky expression of the repressed allele has been observed for some imprinted genes in eutherians and for some paternally imprinted X-linked genes in marsupials [7,8,56-58]. At the *G6pd* locus, the degree of paternal allele leakiness is age-dependent, with adults showing greater levels of paternal leakage than fetuses and newborns [59]. Similarly, studies in eutherians have demonstrated a loss of allele-specific gene regulation for X-linked genes in a passage-number-dependent manner in primary cell lines [60]. Although we used low passage fibroblast cell lines, the cells were originally grown from adult tissue, and the combination of adult source and increasing passage could have resulted in higher levels of leakiness. Alternatively, it is possible that the epigenetic regulation of imprinted loci in marsupial cells is not as stable as in eutherians due to the apparent lack of differential DNA methylation at these loci. Furthermore, most studies of marsupial imprinted gene expression have not utilized highly sensitive assays, such as pyrosequencing, to measure allele-specific expression of imprinted genes; so leaky expression of the repressed allele could be more prevalent than previously believed.

The vertebrate *Meis* gene family comprises three homeobox genes, which act as cofactors for a wide range of Hox genes. Acting alone or in combination with other Hox cofactors, especially members of the *Pbx* transcription factor family, *Meis* family genes influence myriad early developmental processes that are essential for body axis patterning and organogenesis [61-66], neurologic (brain, eye) development [62,64,66-69], cardiac development and cariomyocyte regeneration [70,71], hematopoiesis and angiogenesis [61,69,71-74], and more in mouse, zebrafish, chicken, and *Drosophila*. In the absence of protein functional data, we are unable to determine experimentally which ortholog of the vertebrate *Meis* gene family is represented by the imprinted opossum *Meis* locus. Nevertheless, a reciprocal blast search strategy using the opossum predicted mRNA and amino acid sequences from the Ensembl annotation indicates that the opossum-imprinted *Meis* gene shares the greatest sequence similarity with *Meis1* orthologs of human, mouse, and rat. Moreover, this locus was matched by the Illumina reads to the exclusion of other *Meis* paralogs, and comparative synteny analysis shows gene content and order of the genomic region flanking this locus to be strongly conserved with that containing the human *MEIS1* and mouse *Meis1* genes. Hence we feel confident that this is the ortholog of *MEIS1*/*Meis1*.

Although *Meis1* expression is crucial in many fundamental embryonic and fetal developmental processes, how its functions relate to current views on the evolutionary advantages of genomic imprinting is not obvious. The highly developed and widely accepted Parental Conflict Model (a.k.a. Kinship Model) proposes that imprinting will be favored when the extraction of resources from a parent by its offspring occurs in such a manner that the fitness benefits of provisioning the offspring differ between the two parents [75-78]. Applied primarily to therian mammals because of their universal placental/lactational provisioning strategy (both eutherians and marsupials form placental attachments), the Conflict Model juxtaposes the reproductive strategies of males and females by noting that offspring of different fathers in multiple-paternity litters compete for the same maternal resources. Maximization of fitness for any one father is achieved by his progeny extracting maternal resources more effectively than the progeny of other fathers, whereas for the mother, the best strategy is to provide resources equitably among all her offspring. This creates "conflict" between paternal and maternal genomes for genes that influence resource allocation and is generally couched in terms of fetal growth regulation, and/or in neurologic development that can enhance or inhibit postnatal growth rates through variation in feeding competence [75,77-79]. The Conflict Model is pleasingly consistent with the known roles of several imprinted genes in fetal growth and postnatal nutritionally related behaviors, but for most imprinted genes agreement with the Conflict Model has been assumed rather than demonstrated [12].

The known influences of *Meis1* in vertebrate (and *Drosophila*) development are ambiguous with regard to the Conflict Model. Proper *Meis1* expression is essential for body and limb bud axis patterning, brain segmentation, angiogenic patterning, and the proliferation of stem cells in developing organ systems such as retina, heart, and hematopoietic centers. However, *Meis1* expression also has inhibitory effects that induce cell-cycle arrest and stem cell quiescence in ways that enable non-proliferative cellular differentiation during and after organogenesis while simultaneously preserving pools of multipotent stem cells for lineage renewal [61-64,66,68-74]. Experimental alterations of *Meis1* expression are associated with severe, often fatal, prenatal developmental defects in neurologic patterning, the differentiation of hematopoietic stem cells and establishment of definitive hematopoiesis, peripheral angiogenesis, cardiomyocyte cell-cycle regulation, and hematopoietic cancers; but in no case has *Meis1* expression been associated with fetal or postnatal growth rates or nutrient acquisition *per se*. Together with the absence of *Meis1* imprinting in human and mouse, the conflicting developmental functions of this gene suggest no obvious reason why it should be imprinted in opossum. Perhaps the explanation for *Meis1* imprinting in opossum needs to be sought outside of the confines of the Conflict Model.

In view the logical power and broad acceptance of the Conflict Model, few alternative hypotheses for the advantages of imprinted gene expression have been proposed, and the few that have were quickly dismissed as evolutionarily unstable or logically flawed. Nevertheless, as there is no *a priori* basis for believing that the Conflict Model must explain every case of imprinting in all species, there could be as-yet-unidentified biological advantages for the imprinting of genes that are not involved in embryonic and perinatal growth and development. It seems prudent, therefore, to remain open to, and actively seek, alternative hypotheses for the evolutionary advantages of imprinting on a locus-by-locus basis, especially in non-eutherian species.

## Conclusion

In this first comprehensive report on histone profile states in any marsupial species, we have described the genomic landscapes for four canonical histone modifications, H3K4me3, H3K9Ac, H3K9me3, and H3K27me3 and successfully identified a novel imprinted gene in opossum as well as two other monoallelically expressed genes. These results demonstrate the practicality of an *ab initio* strategy for discovering imprinted genes in non-eutherian mammals and, potentially, non-mammalian species as well. Overall, the findings support the conclusion that specific histone modifications are conserved features that mark the promoters of some imprinted genes in all therians, but also suggest that marsupials use multiple epigenetic mechanisms for imprinting, some of which are distinct from those known in eutherians; e.g., DNA methylation appears to play little, if any, role in regulating the imprinted state in marsupial mammals. Furthermore, while the imprinting status of some genes is conserved across therians, identification of a marsupial-specific imprinted locus, *Meis1*, which is not known to be imprinted in any eutherian species examined, bolsters the concept that lineage-specific differences in selective pressures may have led to phylogenetically distinct variants of the imprinting phenomenon.

## Methods

### Animals and tissue collection

For the ChIP-seq experiments, animals from two laboratory stocks (LL1 and LL2) of the opossum, *M. domestica* were utilized [80]. For initial ChIP-seq profiling, primary fibroblasts were cultured from ear pinna of a male F_1_ (ID# A0514) from an LL1 X LL2 mating and collected using standard methods (Additional file 2: Figure S1A). For further experiments, reciprocal crosses were conducted between LL1 and LL2 stocks, and primary fibroblast lines were established from ear pinnae collected from the parents in each cross, and from four F_1_ (LL1 X LL2) and four F_1_ (LL2 X LL1) individuals using standard methods (Additional file 2: Figure S1B). All procedures involving opossums were approved by the Texas A&M University, College Station, Institutional Animal Care and Use Committee (TAMU Animal Use Protocols 2011–141 and 2011–191).

### Chromatin immunoprecipitation (ChIP) and ChIP-Seq

Native-ChIP (N-ChIP) was conducted on low (< 5) passage, primary fibroblasts from male A0514 using a method modified from Dindot *et al*. [28]. Harvested fibroblast cells were washed in PBS and homogenized in 500 μL of Buffer I (0.3 M sucrose, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EDTA, 15 mM Tris, 0.5 mM DTT, 0.1 mM PMSF). The sample was centrifuged for 5 min. at 3000 × g, the supernatant was removed, and the pellet was re-suspended in 200 μL of Buffer I. Cells were lysed on ice for 5 minutes by adding 200 μL of Buffer II (Buffer I + 4 μL of NP40), and nuclei were isolated by centrifugation for 20 minutes at 10,000 × g through 1.5 mL of Buffer III (1.2 M sucrose, 60 mM KCl, 15 mM NaCl, 5 mM MgCl_2_, 0.1 mM EDTA, 15 mM Tris, 0.5 mM DTT, 0.1 mM PMSF). The nuclei-enriched pellet was washed with Buffer I, centrifuged, and re-suspended in 350 μL of micrococcal nuclease digestion buffer (0.32 M sucrose, 4 mM MgCl_2_, 50 mM Tris, 0.1 mM PMSF). Chromatin was digested using 10 units of micrococcal nuclease (Sigma, N5386) for 10 minutes at 37°C. The reaction was stopped using 50 μL of 0.5 M EDTA.

For an input control, 100 μL of digested chromatin was removed before treatment with antibodies and the DNA fraction was extracted. For ChIP, 4.0 μg of digested chromatin was incubated at 4°C overnight with one of the following antibodies: anti-H3K4me3 (Millipore #07-473), anti-H3K9Ac (Millipore #CS200583), anti-H3K9me3 (Millipore #07-442), anti-H3K27me3 (Millipore #07-449), or non-specific, rabbit IgG (Millipore #12-370). Antibody-bound chromatin was isolated using Dynabeads® Protein A (Invitrogen), washed, and eluted according to manufacturer’s specifications. N-ChIP and input DNA were purified using Qiagen MiniElute Spin Columns (Qiagen, CA) and enrichment was verified using real-time PCR (data not shown). Non-indexed Illumina libraries were constructed at Global Biologics, LLC (Columbia, MO) and sequenced on an Illumina GAIIx at the University of Missouri–Columbia DNA Core Facility using 51-or 101-base chemistry. Image analysis and base calling were performed using Illumina software.

### ChIP-Seq analysis

Raw sequence reads were filtered for quality and mapped to the MonDom5 genome assembly using Bowtie in the Galaxy suite [81-83]. A seed length of 28 bases was used with a maximum of 2 mismatches permitted between the seed and reference genome, and only the best alignment reported for each read. Significant peaks of enrichment were identified for each histone modification using Model-based Analysis for ChIP-seq (MACS) using the input control option [84]. The ChIP-seq data were deposited in the GEO database under accession number GSE47723. Ensembl gene models (release 64) were used and annotated CpG island coordinates were obtained from the UCSC genome browser [85]. Putative promoters were defined as regions 5,000 bases upstream to 500 bases downstream of annotated transcription start sites. To provide a co-occurrence criterion for inclusion of genes in the imprinted-candidate pool, genomic features (promoters, CpG islands, histone modification peaks) were considered overlapping if they shared one or more bases in common. Overlaps between features were assessed using scripts in the BEDTools package [86]. In order to be considered a candidate-imprinted gene, the putative promoter of the gene had to be concurrently marked by significant H3K4me3, H3K9Ac, and H3K9me3 peaks, and contain an annotated CpG island.

### SNP discovery in candidate-imprinted genes

PCR primers were designed using Primer3 [87] to amplify 600–700 bases of the putative 3’-untranslated region (UTR) of each candidate-imprinted gene as well as *Igf2r* (Additional file 1: Table S3). Genomic DNA (gDNA) was extracted from livers of the eight individuals comprising the P generations of each cross using standard protocols and was PCR amplified (20 μL reaction volume) for each primer set using AmpliTaq Gold polymerase (Invitrogen). After an initial denaturation of 5 minutes at 95°C, 38 PCR cycles were conducted at 95°C for 30 seconds, 54°C for 30 seconds, 72°C for 30 seconds, followed by a final extension for 7 minutes at 72°C. PCR optimization was conducted where necessary. To confirm PCR amplification, 3 μL of PCR product was run and visualized on a 1% agarose gel (data not shown). All PCR products for each of the eight parents were pooled, eight indexed Illumina libraries were created from each pool, and 101 bases were sequenced on an Illumina GAIIx at the University of Missouri–Columbia DNA Core Facility. Raw reads were filtered for quality, mapped to the MonDom5 genome assembly, and SNPs variants were called using MPileup in the SAMTools package [88]. Variant regions were required to have a minimum of 20× coverage to be considered as candidate SNPs.

### Verification of imprinting status

Total RNA and gDNA were extracted from six of the eight fibroblast cell lines from the F_1_ generation using standard protocols (two F_1_ animals, A0703 and A0716, are absent from the SNP analysis due to the lack of success in establishing fibroblast lines from these animals). Total RNA was treated with DNase I and converted to cDNA using the SMARTer cDNA Synthesis Kit (Clontech). PCR reactions were conducted as previously described, and gDNA and cDNA PCR products were sequenced on an ABI 3730XL at Beckman-Coulter Genomics, Inc. (Danvers, MA). Sequences were viewed in Sequencher4.10™.

To quantify maternal/paternal allele expression ratios, pyrosequencing PCR was conducted on cDNA from one F_1_ male and one F_1_ female from each of the LL1 X LL2 and LL2 X LL1 crosses. Pyrosequencing PCR and sequencing primers were designed using the PyroMark Assay Design Software Version 2.0.1.15 (Qiagen, CA). Pyrosequencing PCR amplification was carried out in a 40 μL system using Ampli-Taq Gold polymerase under the following cycling conditions: 1 cycle of 95°C for 5 min; 45 cycles of 95°C for 45 sec, 57°C for 30 sec, and 72°C for 20 sec; followed by 1 cycle of 72°C for 10 min. PCR products were prepared according to the manufacturer’s protocol and loaded on the PSQ 96MA Pyrosequencer with PyroMark Gold Reagents (Qiagen, CA) using the Allele Quantification method (AQ). Two technical replicates were done for each gene in each sample. Overall, variation between replicates was negligible (≤3%), and the final expression percentages were determined by averaging the results from each run.

### Analysis of CpG island methylation

To assess the methylation status of promoter CpG islands, gDNA was isolated from fibroblasts from two F_1_ animals from each reciprocal cross (4 total animals) and treated with sodium bisulfite to convert unmethlyated cytosines to uracils using the Qiagen EpiTect Bisulfite Kit (Qiagen, Inc). PCR primers were designed to amplify bisulfite converted DNA using Methyl Primer Express Software (Applied Biosystems, Inc). BS-PCR products were gel purified, sub-cloned using the TOPO TA Cloning Kit (Invitrogen), and blue/white screened using XGal (40 mg/mL). For each cloned PCR product, plasmids were purified from at least 16 positive white colonies and were sequenced at Beckman Coulter Genomics by the Sanger dideoxy-chain termination method using the M13 forward primer. Sequences were inspected and analyzed using Sequencher4.10™.

### Availability of data

Raw Illumina sequence files and MACS peaks can be found at the Gene Expression Omnibus (GEO) under accession no. GSE47723.

## Abbreviations

3'-UTR: 3'-Untranslated region; ChIP-seq: Chromatin immunoprecipitation followed by next-generation sequencing; DMR: Differentially methylated region; cDNA: Complimentary DNA; gDNA: Genomic DNA; ICR: Imprinting control region; LINE: Long interspersed nuclear element; MACS: Model-based analysis for chip-seq; MOA: Mark of activation; MOR: Mark of repression; SINE: Short interspersed nuclear element; SNP: Single nucleotide polymorphism.

## Competing interests

The authors declare that they have no competing interests.

## Authors’ contributions

KCD and PBS conceptualized the project. JLV developed the LL1 and LL2 animal stocks. KCD, MJ, and AW carried out the experiments. XW and AGC provided the pyrosequencing data. KCD conducted the data analyses, and KCD and PBS wrote the manuscript. All authors read and approved the final manuscript.

## Supplementary Material

Additional file 1 Supplemental Tables. Click here for file

Additional file 2 Supplemental Figures. Click here for file

# Supplementary material for: Genome-wide histone state profiling of fibroblasts from the opossum, Monodelphis domestica, identifies the first marsupial-specific imprinted gene
**Source:** BMC Genomics. 2014 Jan 31;15:89. doi: 10.1186/1471-2164-15-89
**Supplement:** Additional file 1 — Supplemental Tables.

Additional File 1

Supplemental Tables

Supplemental Table S1. Summary of ChIP-Seq data.

| Histone Modification | Raw Reads (X10 <sup>6</sup> ) | Filtered and Aligned Reads (X10 <sup>6</sup> ) | Enrichment Peaks ( $p \leq 10^{-5}$ ) | Overlap with Putative Ensembl Gene Promoters <sup>2</sup> |
|----------------------|-------------------------------|------------------------------------------------|---------------------------------------|-----------------------------------------------------------|
| H3K4me3              | 97.0                          | 71.3                                           | 79,412                                | 16320                                                     |
| H3K9Ac               | 143.9                         | 112.4                                          | 56,719                                | 13420                                                     |
| H3K9me3              | 74.7                          | 56.9                                           | 52,511<br>(159,734) <sup>1</sup>      | 4514                                                      |
| H3K27me3             | 143.2                         | 118.0                                          | 16,592                                | NA                                                        |
| Input                | 120.2                         | 78.2                                           | NA                                    | NA                                                        |

<sup>1</sup> significant peaks determined using MACs ( $p \leq 10^{-3}$ )

<sup>2</sup> 500 bp upstream to 500 bp downstream of first annotated

Supplemental Table S2. Summary overlaps of significant peaks with each other, annotated CpG islands, and annotated putative promoters.

|                                                       | H3K4me3 | H3K9Ac | H3K9me3 | K4me3+K9Ac | K4me3+<br>K9Ac+K9me3   |
|-------------------------------------------------------|---------|--------|---------|------------|------------------------|
| H3K4me3<br>(n=79,412)                                 | ----    | 45,331 | ----    | ----       | ----                   |
| H3K9Ac<br>(n=52,511)                                  | 47,275  | ----   | ----    | ----       | ----                   |
| H3K9me3<br>(n=56,719)                                 | 6,410   | 1,615  | ----    | 1,531      | ----                   |
| Putative Promoters<br>(n=35,301)                      | 16,320  | 10,959 | 3,163   | 13,176     | 253                    |
| CpG Islands<br>(n=22,441)                             | 11,580  | 9,061  | 188     | 9,319      | 240                    |
| Promoters + CpG<br>Islands <sup>1</sup><br>(n=10,814) | 7,871   | 6,759  | 773     | 6,803      | 136 (178) <sup>2</sup> |

<sup>1</sup> Annotated CpG Islands within the 5.5 kb range of putative annotated promoters

<sup>2</sup> Number in parenthesis represents overlapping peaks at promoters and CpGs using a lower level of significance for H3K9me3 peak calls ( $p \leq 10^{-3}$ )

Supplemental Table S3. Candidate-imprinted genes Ensembl Gene ID, Associated common gene name from Refseq annotation (if applicable), 3' UTR coordinates as annotated, and Forward and Reverse PCR Primers.

| Ensembl Gene ID     | Gene Name      | Chr  | Start     | End       | Identifier | Forward Primer          | Reverse Primer          |
|---------------------|----------------|------|-----------|-----------|------------|-------------------------|-------------------------|
| ENSMODG00000000633  | VCL            | chr1 | 50888333  | 50889333  | 1          | GAACCTCATGCAGTCTGTGAAG  | TGTTTGGTAAGGGAAAGCCTAC  |
| ENSMODG00000000639  | 39145          | chr1 | 78887646  | 78888646  | 2          | TTGAACAGCCAGAAGTCAAGAA  | GGTTTACTTCAAACAGCAGCAA  |
| ENSMODG000000008434 | ATE1           | chr1 | 86454736  | 86455736  | 3          | ACGACAGAAAGGACCAAGTGAT  | TATAGTTGCCCAAAAACCCATC  |
| ENSMODG000000010523 | DUSP5          | chr1 | 101428590 | 101429590 | 4          | TCCAGAGAAAGGTTCCAGTGTT  | GGTTTGAAGGCTCTTGCTACAC  |
| ENSMODG000000011165 | CNNM2          | chr1 | 108942899 | 108943899 | 5          | CTGAACCTCTCCCGCATAATAG  | TGAACTGACTCTTACGGAGCTG  |
| ENSMODG000000019402 |                | chr1 | 117607423 | 117608423 | 6          | AGCTATGCTTGGGAGATCAAAG  | AAGTTCCAGAACCAGTTTCCAA  |
| ENSMODG000000011135 | TPM1           | chr1 | 148353086 | 148354086 | 7          | CACATGCCAAAGAAGAAAACCT  | CCCCCAACACAAATAAGAAACA  |
| ENSMODG000000000464 | C15orf23       | chr1 | 197125347 | 197126347 | 8          | TCCGACTTTGTAGAACCAGAT   | TTCATTCCAAGCCCACTATTCT  |
| ENSMODG000000000164 | EXD1           | chr1 | 198202335 | 198203335 | 9          | CCTTCAAGAACAGGGATAAATG  | GGGGAAAGAAGATGATTGAGAA  |
| ENSMODG000000000158 | XM_001370957.1 | chr1 | 198271412 | 198272412 | 10         | GATTCAGGGTTCCTCTCCTCTT  | GTAAGAACCATCCAGCCATCTC  |
| ENSMODG000000003366 | XM_001372294.1 | chr1 | 228646013 | 228647013 | 11         | ACTACAGGTCAAAGGGCAGTC   | GCCTGGATGTGAAAGTTATCAA  |
| ENSMODG000000011362 | SRSF5          | chr1 | 275456081 | 275457081 | 12         | TTTGATAAGCCTTCTCCTGCTC  | CCTCATCTCACCACACTCTTGT  |
| ENSMODG000000011684 | GCH1           | chr1 | 276674516 | 276675516 | 13         | CCCAGCAATTGAATAAAGGAAC  | CTACCCTTCCCCATAAACCACTT |
| ENSMODG000000012905 | PPP2R3C        | chr1 | 285526641 | 285527641 | 14         | ACCCAGTCATCTCTGTTTGT    | CTGGAGGACACATGATTTTCA   |
| ENSMODG000000012822 | KIAA0391       | chr1 | 285630813 | 285631813 | 15         | GAACATGGCCTACTGCTTCTTT  | GCTTTGCCTTTATGTTCTAGC   |
| ENSMODG000000010724 | XM_001377829.1 | chr1 | 333227663 | 333228663 | 16         | CATGAGGTTTCTCTCACCCTG   | CCCCCATAGGAAGATTACCAA   |
| ENSMODG000000023761 | XM_001377862.1 | chr1 | 333244982 | 333245982 | 17         | TTCTCTCACCATGGACTCTCAA  | TCATCCATTCCAGAGTCAATA   |
| ENSMODG000000010717 | PCDHGC5        | chr1 | 333338010 | 333339010 | 18         | AGGAAAAGAAGTAGGGTCAGCA  | TGAGGGGTGGAGAAGAATAAGA  |
| ENSMODG000000009937 |                | chr1 | 342089584 | 342090584 | 19         | TGCAGTTGCACTACTAGGCATT  | CAGACAAGTGGTGGAGAAATTG  |
| ENSMODG000000009436 | HNRNPF         | chr1 | 343914253 | 343915253 | 20         | CATGTCCAGTATGAGTGGTGGA  | ACCACTTTAACAGGGAATGGTG  |
| ENSMODG000000007182 | PANK3          | chr1 | 367060313 | 367061313 | 21         | TTGCACCAACTAATGGAAAGTG  | TACAGGGATACTTCGGAGCAGT  |
| ENSMODG000000006223 |                | chr1 | 372593415 | 372594415 | 22         | ATACAACCAACCTTGGCAACTC  | AACCTCCACAACCACAGTCTTT  |
| ENSMODG000000003806 | SQSTM1         | chr1 | 385459213 | 385460213 | 23         | GGGGAATGCTTAAGATTTGTGT  | CACCCCATCCCTAAATGAGAT   |
| ENSMODG000000001669 | SPAG4          | chr1 | 389035953 | 389036953 | 24         | AGAAATGGGGCATCTGAAACTA  | CACACGTCTGATGAAGGTTTTT  |
| ENSMODG000000019490 | BCL2L1         | chr1 | 401848708 | 401849708 | 25         | ACAGGACACCTTTGTGGAACCT  | GGCATGGTTTGGAGTTACTAGG  |
| ENSMODG000000019496 | ID1            | chr1 | 401900281 | 401901281 | 26         | TCCACACATAGATGGCTGTCTT  | TGAACTCACCCTTCCCTCTCT   |
| ENSMODG000000012957 | LONP2          | chr1 | 436892842 | 436893842 | 27         | AAACCAGGCTTGGTCTCATAAA  | AAGTAGGGTGAGCCAAATCCTT  |
| ENSMODG000000017051 | PRPF6          | chr1 | 472620853 | 472621853 | 28         | TTCAGTGTACCTGCAATTTCT   | AGGAATGTCCCAACTCAGGTAA  |
| ENSMODG000000016314 | CEBPB          | chr1 | 495758719 | 495759719 | 29         | ATCCCCTTTCTTCACTCGAATA  | AAAAGAAGGTGGAGCAGTTGTC  |
| ENSMODG000000016229 | TP53RK         | chr1 | 499725383 | 499726383 | 30         | ACTAAGAGGAAGGAAGCGGTCT  | GCCTTTAATGGAAGGAGGATTC  |
| ENSMODG000000015575 | FOSL2          | chr1 | 510096298 | 510097298 | 31         | CTTGAACCTCTCCCACTCTCCTG | GAGCTATGCCTCTCATCTCCTG  |
| ENSMODG000000014618 | ID2            | chr1 | 531430233 | 531431233 | 32         | AGGAAGCCACAGTTTGAACATT  | TTCTGAATTCCCCTCAGAGCTA  |
| ENSMODG000000011515 | TIA1           | chr1 | 563790769 | 563791769 | 33         | TGGGTGCAAATTATGGAGTACA  | TGCAATTATCGATCCATCTGAG  |

|                     |                |      |           |           |    |                         |                         |
|---------------------|----------------|------|-----------|-----------|----|-------------------------|-------------------------|
| ENSMODG00000011328  | HK2            | chr1 | 564790600 | 564791600 | 34 | GCCCTTTTTCCTTTTACAGCTT  | ACTCCCATGTCTGGAAGTCAGT  |
| ENSMODG00000008637  | ELP3           | chr1 | 589524319 | 589525319 | 35 | AGAAGGCAATGCATACAACTCC  | TCTGAGCAGGAGACTTCCTTTC  |
| ENSMODG000000006163 | XRN2           | chr1 | 600377628 | 600378197 | 36 | GTGGTCCAGAAATTCTCAGACAG | GATATGGCCCTGGAAGGAATTA  |
| ENSMODG000000005428 | DSTN           | chr1 | 605428140 | 605429140 | 37 | TTTCACGATCACTCCAGAATTG  | TATTGCCGAGAACTAGGAGGA   |
| ENSMODG000000003919 | FERMT1         | chr1 | 621177657 | 621178657 | 38 | CCAGGTTACCATAGAGTTTGACC | GTGGCCCAACATCAAGTTAGA   |
| ENSMODG000000003396 | MEIS1          | chr1 | 624802971 | 624803971 | 39 | GAATTGTTTAGGGCGGGTTTAT  | TCATGCTGACTCTACTGCTTGA  |
| ENSMODG000000002285 | AHSA2          | chr1 | 631466134 | 631467134 | 40 | AAATTGGGTCAAGGGAAGTAGG  | GTAGCTTTTGCAATCCTGAAC   |
| ENSMODG000000001803 | RTN4           | chr1 | 639694124 | 639695124 | 41 | AAGCAAAGCGGAGTAAAATCAG  | CATCCCAAGTGTGTGATGAAAT  |
| ENSMODG000000008750 | MORN2          | chr1 | 662002860 | 662003860 | 42 | TTCGTGCCTACATTGTGAGTTT  | ATGAATGGAATTGGAAGACTCG  |
| ENSMODG000000008486 | CYP1B1         | chr1 | 663121133 | 663122133 | 43 | TGAGCTATGGCAGAATTTGGTA  | ATGTGCATCACTTTCAGCTACA  |
| ENSMODG000000003201 | HAS3           | chr1 | 698983517 | 698984517 | 44 | TTATTGCCAGGACCTTTTCAGT  | TGCTACCGGAACTTTTAATCC   |
| ENSMODG000000011200 | NAGK           | chr1 | 704999526 | 705000526 | 45 | AGCTCGTCTTACAGCAGAGGAA  | AGAAGATCAACGGCTTTTTCAC  |
| ENSMODG000000009450 | KDM3A          | chr1 | 716933050 | 716934050 | 46 | GGTGGTTTCTACCACACCAAGT  | ATACTCAAAGCCAACGAGTGTG  |
| ENSMODG000000009386 | IMMT           | chr1 | 717367383 | 717368383 | 47 | CCTCTACAGCATCGAGCAC     | GGGTGGATTCTTTCGTGATTTA  |
| ENSMODG000000015604 | MAT2A          | chr1 | 717916461 | 717917461 | 48 | AAGTTAAAAACCCTGGGAGGAG  | AGTTGGGCTCTGCTATTCTGTC  |
| ENSMODG000000001321 | ALDH9A1        | chr2 | 57215440  | 57216440  | 49 | GGAGGAACAGACAGAACAATCC  | ACTTCCTCTTCCCCATGATGT   |
| ENSMODG000000007194 | XM_001366600.1 | chr2 | 78706632  | 78707632  | 50 | AGCATTTATTCAAGTGCTGTCC  | TTAGTCCAGCAAGAAGTGAGCA  |
| ENSMODG000000011721 | PTGS2          | chr2 | 82226320  | 82227320  | 51 | AGGAAATGTCCATTAGCCAGAA  | TGCATTCAAGTGTTCAGACTCC  |
| ENSMODG000000001558 | PPP1R15B       | chr2 | 109874517 | 109875517 | 52 | GGATTTCATTGCAGACTCTAA   | TGACATTTCAGCACAGACAGAA  |
| ENSMODG000000004622 | MARK1          | chr2 | 131134701 | 131135701 | 53 | GTTCAAGTGGGAGATGGAAGTTT | TATCAATTAGCCCCAAGGCAAAG |
| ENSMODG000000006246 | CDC42BPA       | chr2 | 139634610 | 139635610 | 54 | ATCTGTGCTCAACAGCATCTTC  | AACTGCTTCAGCATTAGATCA   |
| ENSMODG000000008286 | B3GALNT2       | chr2 | 154429949 | 154430949 | 55 | GGGTAAGTTTACAGGCCAAATG  | CCAGTCCGAACATAAACTCTCC  |
| ENSMODG000000014128 |                | chr2 | 169499702 | 169500702 | 56 | TGCATGTTGGGTGTATCCTAAA  | CAGCATGGATGAAGACTTTGAG  |
| ENSMODG000000016946 | LMNA           | chr2 | 191002496 | 191003496 | 57 | CAGCATCATGTAACCTGGAGAA  | GAGCAGAGACTCAAACCTAGCA  |
| ENSMODG000000014859 | PTRF           | chr2 | 194012782 | 194013782 | 58 | AGAAGATTCGAGAGGGAGAGGT  | CTACTGCTCCAAATCCCAAACCT |
| ENSMODG000000014651 | EIF1           | chr2 | 194867160 | 194868160 | 59 | TAAAACCAAGTTTGGGAGGAATG | TGCTCAGCCTGAAACTCAAATA  |
| ENSMODG000000024021 | RPRML          | chr2 | 206114036 | 206115036 | 60 | GCAACCTGCTTATCAAGTCTGA  | CCGAGAGACAGAGGGAGAGATA  |
| ENSMODG000000007640 |                | chr2 | 213236964 | 213237964 | 61 | AATAGCAGGGGAGAAGGGTAAC  | ACTCCCCACAGGTGAATGTAAA  |
| ENSMODG000000004465 | FAM20A         | chr2 | 225162279 | 225163279 | 62 | ACTCTGACCAAGCAGGTTTAGC  | CTACCTCACAGGGTTGTTGTGA  |
| ENSMODG000000003779 | CEP95          | chr2 | 229916066 | 229917066 | 63 | GAAAATTCCTCAGCCTGGAACCT | GACGATGACCTCTTCTTTCGAG  |
| ENSMODG000000003743 | DDX5           | chr2 | 229961937 | 229962937 | 64 | GCATGGCCTTCCAATAAAGATA  | TAAAAATGCAGCCCTTCTATGG  |
| ENSMODG000000003701 | POLG2          | chr2 | 229995182 | 229996182 | 65 | ACAATGAAGGAGCTAATGCACA  | CCACCATAAATTCCATTCTGAC  |
| ENSMODG000000007792 | VAMP2          | chr2 | 254268634 | 254269634 | 66 | AGGGCTGATGAAACTCCAGATA  | TGTCGTGCAAATAAGGGTAGAA  |
| ENSMODG000000008266 |                | chr2 | 260064845 | 260065845 | 67 | TCTTCTGGATAGAAAGTGGAAT  | CAATCAACATACATGGGAGAGG  |
| ENSMODG000000013704 | MAPK14         | chr2 | 275269390 | 275270390 | 68 | GTTCTTTCCCTTCTTCTAGGC   | CCCCAAGACATTCTTCTCTCT   |
| ENSMODG000000012785 | XM_001370586.1 | chr2 | 285218809 | 285219809 | 69 | TAATCCTTATCTCCGGCCTGTA  | GGCTTTGTAGGTCAGAGGAAGA  |
| ENSMODG000000018800 | GCLC           | chr2 | 302215607 | 302216607 | 70 | AGGTGCTGGAAAGCAAAGTTAT  | GATGGATGAGGGAGTTTGTTC   |
| ENSMODG000000018721 | BAG2           | chr2 | 307679005 | 307680005 | 71 | AATTGGATGTGCTCTCGAAGAT  | ACTTTTCTATGGCCAGGGATG   |

|                    |                |      |           |           |     |                          |                         |
|--------------------|----------------|------|-----------|-----------|-----|--------------------------|-------------------------|
| ENSMODG00000018444 | IRAK1BP1       | chr2 | 332904143 | 332905143 | 72  | AAAGAATGGGAAGGGCAGATAG   | TGTAGTTTGATTCCCCAACTGT  |
| ENSMODG00000006175 | XR_030477.1    | chr2 | 451158631 | 451159631 | 73  | CAAAAAGCTTGAAGACCTCACA   | CTGACACGGACTCATCAACAGT  |
| ENSMODG00000004472 | F3             | chr2 | 459548415 | 459549415 | 74  | CACCGGTTTCAAAGTGCTGTGA   | TTTTGTCATCATCATCCTCGTC  |
| ENSMODG00000004326 | CNN3           | chr2 | 460038121 | 460039121 | 75  | ACCTAAAACCTTCTGCAGGCTCA  | AATACATAACGGAAGCCAAGGA  |
| ENSMODG00000005319 | TBX15          | chr2 | 491245071 | 491246071 | 76  | GTTTCAGGAGGTCTGGTTCACT   | ACTCTGTTTCATCTCCCTCCAAC |
| ENSMODG00000018801 | MCL1           | chr2 | 495754229 | 495755229 | 77  | GTTCTAAATCACCTGGGCAAAG   | GTAGGAGCTGGTTTGGCATATC  |
| ENSMODG00000019221 | WSB1           | chr2 | 505025234 | 505026234 | 78  | CTCGTCGAGTTTCTTTGCTACC   | AAACAATATGGCCGTGAGAAAC  |
| ENSMODG00000000570 | XM_001362687.1 | chr2 | 520269915 | 520270915 | 79  | TCCTACCCATGAGGGATTTTTA   | GGGTCTTCACAAAGATCTGCAT  |
| ENSMODG00000016394 | UBC            | chr2 | 520272577 | 520273577 | 80  | GAGCCCAGTGACACTATTGAGA   | GTCCTGCCACTGCAAGATTTAT  |
| ENSMODG00000023140 |                | chr2 | 522386355 | 522387355 | 81  | GAATGTGGAAGGATTTGGAC     | CCCATAACTTTCTCCATTCCAG  |
| ENSMODG00000019470 | SNX18          | chr3 | 16801021  | 16802021  | 82  | TAGAGGGAGTTTTCTCACCTG    | GCAAAGACCCTGTCGTTTTAAT  |
| ENSMODG00000025244 | ENC1           | chr3 | 49543210  | 49543819  | 83  | CTGGTACCGTCCACCTGTTCT    | GAGGACAGACCTTCATGTGTGA  |
| ENSMODG00000015548 | RIOK2          | chr3 | 52330287  | 52331287  | 84  | ACCATGCTCCAGCATAAGATTT   | TTTCAGGAAGTGGTGAAACAGA  |
| ENSMODG00000003564 | LIPG           | chr3 | 69451400  | 69452400  | 85  | CAACTACCCCTGCTACATAGGC   | TCAGACCTCAGAATGGTGAAAA  |
| ENSMODG00000000399 | RPRD1A         | chr3 | 87470085  | 87471085  | 86  | ATCTTCCATTTGCTGGAGACAT   | GACACAGTGAGTTGGGGTGATA  |
| ENSMODG00000001446 | IRX2           | chr3 | 94853941  | 94854941  | 87  | TGTGGTTCATCTACCAAAAAGC   | GTCCACAGGTAGGTGTCACAAT  |
| ENSMODG00000006950 | JPH1           | chr3 | 162249049 | 162250049 | 88  | TTCAGTCATGATTGTCCTGGTC   | CACTTCCACAGCAACAGTATCC  |
| ENSMODG00000006961 | TMEM70         | chr3 | 162533985 | 162534985 | 89  | TAAGCCAGGATCAGAACAGAGC   | CCATCTTATGGGCTATGACAAA  |
| ENSMODG00000010525 | CEBPD          | chr3 | 194975067 | 194976067 | 90  | AAGCTGGTGAGCTCTCTTCT     | CAAGTTTCTCCGGAGTATGTCC  |
| ENSMODG00000020132 | NR2F1          | chr3 | 208749463 | 208750463 | 91  | TCGACAACATATATCGCACTCA   | AGGTAAACCCCCATTGAAACT   |
| ENSMODG00000020286 | FBXO4          | chr3 | 232703757 | 232704757 | 92  | GTTTGGTACACCACAAGCTTTC   | TTTTCTAGGTTTCAGGATGTGG  |
| ENSMODG00000020357 | C5orf33        | chr3 | 240202567 | 240203567 | 93  | GATGATGAACTTCGAACTGTGC   | AGCAGCATGATTTTCTCCAGAT  |
| ENSMODG00000021462 | TGIF1          | chr3 | 269085279 | 269086279 | 94  | ATCTGGACCAAGTGCAAATACC   | CCCGGTCAATGCTAATAACCTA  |
| ENSMODG00000006222 | PABPC1         | chr3 | 365999412 | 366000412 | 95  | TCTACCAAAGTGGCTTTTGACA   | GCTGAGCAAGGAAACGTAAATTT |
| ENSMODG00000004746 | SYBU           | chr3 | 377688004 | 377689004 | 96  | CCTCCTAAGTGGTTCAGGAAGA   | TCAAACCTAGAAGGTTGCCATC  |
| ENSMODG00000001735 | MYC            | chr3 | 404001553 | 404002553 | 97  | AGTGAGCTGCTGAGGAAAGAAC   | TCAAGGAAATCCTTTCAAGCTC  |
| ENSMODG00000000768 |                | chr3 | 421671148 | 421672148 | 98  | CCCTTAAGGATGGTTTTCTCT    | TGCTGAGGAGTTGGTATGAGAA  |
| ENSMODG00000000764 | KCNK9          | chr3 | 421755076 | 421756076 | 99  | CTCACTGCACATGCTTCATTTT   | CTGGCCTACACAGCTTTACTGA  |
| ENSMODG00000006967 | JUNB           | chr3 | 429190670 | 429191670 | 100 | TGTAATTAAGACGCCAGGGAGTA  | GACTCGAGGACAAGGTGAAGAC  |
| ENSMODG00000011184 | XR_030226.1    | chr3 | 437574717 | 437575717 | 101 | ACCAGAAATGGGAAAAGCTGTA   | CAAAAACCTTATGGCATGGGAGT |
| ENSMODG00000011203 | PYCRL          | chr3 | 437738813 | 437739813 | 102 | CAAGAGCTGACCAAGCAGTAGA   | AATGGAAGAGTCAGGACCTCAA  |
| ENSMODG00000000718 | DAPK3          | chr3 | 440376529 | 440377529 | 103 | GCTACAAGTAGCCTGTGCCTCT   | AAGTGGCATCAGAGATGAGGTT  |
| ENSMODG00000001178 |                | chr3 | 443006006 | 443007006 | 104 | GCCAAATTGGATCAAGTACAGG   | CTCACTTCACCCGCAGATATTA  |
| ENSMODG00000001236 |                | chr3 | 443062526 | 443063526 | 105 | GAGAAAGTGATGGAAAGAGAGAGA | GGGGATTTCAAGTCCTTTCACT  |
| ENSMODG00000003841 | XM_001376300.1 | chr3 | 460433663 | 460434663 | 106 | ACAAAGGAAGAACTGGCACTTG   | GGACAGAAATCCAACAAACTCC  |
| ENSMODG00000003520 |                | chr3 | 475399984 | 475400984 | 107 | GACCATTACCTTGAAGTGGAG    | CTTACCGGCAAAGATCAGTCTC  |
| ENSMODG00000014519 | ILVBL          | chr3 | 477439465 | 477440465 | 108 | AGAACAAAGGGACAAGCAACAT   | CAGTTGTTGCTCAACTCTGACC  |
| ENSMODG00000025637 |                | chr3 | 499708709 | 499709709 | 109 | GGAGAAGGTTCTGGGCTAATCT   | GACCTTTTGAATGCAGTGAATG  |

|                     |                |      |           |           |     |                         |                         |
|---------------------|----------------|------|-----------|-----------|-----|-------------------------|-------------------------|
| ENSMODG00000023660  |                | chr3 | 501254997 | 501255997 | 110 | CAGAGATGTGACCTTTGGCATA  | GGGAGAAACCTTATGAATGCAA  |
| ENSMODG00000009557  | MORC2          | chr3 | 520340337 | 520341337 | 111 | ACACGTGTACAGAGGCAGCAC   | CCACTTTAGGACATCGACATCA  |
| ENSMODG000000021035 | CSTB           | chr4 | 10077076  | 10078076  | 112 | GGGTGCCGTAAGTTTCTATCAG  | AAACAAGCCATTGCAACTATCC  |
| ENSMODG000000021051 | RUNX1          | chr4 | 12639112  | 12640112  | 113 | ACCAGAGTGATGTGGTGGAAG   | AAAGAAGCAAGCACAGTTTTCC  |
| ENSMODG000000007427 | PDK3           | chr4 | 41989413  | 41990413  | 114 | AAAAACCCCTTTCCACAGTACA  | AGATTGTGTCTTCTGCAAGCTG  |
| ENSMODG000000001888 | NFKBIZ         | chr4 | 62096907  | 62097907  | 115 | GCCAAATTTCTCCATTCACTTTC | GCATTGCCTCCTGAAAGAAATC  |
| ENSMODG000000021670 | SNORA2         | chr4 | 62103338  | 62104338  | 116 | ACCTGGAAATATGCCTCTCTGA  | GTCTGTTGGCCATTCTAGATCC  |
| ENSMODG000000018047 | IFT57          | chr4 | 67631607  | 67632607  | 117 | GAGAGTCCCTCTGTTCTTCCAA  | CTGAAGCAAGAAACAGTCCAAA  |
| ENSMODG000000018216 | GSK3B          | chr4 | 83632774  | 83633774  | 118 | TTCTTTGCCTTTCCAGATCACT  | GTTTCACTCAGCAACACTGGTC  |
| ENSMODG000000000944 | UBXN4          | chr4 | 132780390 | 132781390 | 119 | CTAGAAAAACGTGGCGAAGACT  | ATCTATGCGCACTGAGGAATCT  |
| ENSMODG000000005628 | IFIH1          | chr4 | 168318450 | 168319450 | 120 | TACTCATGGGGAATGTTCACTG  | CTTTCCAGTCTGGGGAACATAT  |
| ENSMODG000000005665 | GCA            | chr4 | 168505310 | 168506310 | 121 | TACAAAACCCTCACACAGTGGT  | CAGCAAAGAAAATCTTGGGTCT  |
| ENSMODG000000009617 | MTX2           | chr4 | 187738965 | 187739965 | 122 | CTCTCAGGTTGGCCTAGAGAAA  | GGAAGAGGGATCCATGGTAAAG  |
| ENSMODG000000011664 | GLS            | chr4 | 208188190 | 208189190 | 123 | CCTTCAGGAATACCAAGTCCAG  | CTGGAAGGGTCCAAAGTTACAT  |
| ENSMODG000000012380 | C2orf69        | chr4 | 221510565 | 221511565 | 124 | CAGGGATTGCAGTTCATACTCA  | GTGACAAGAATGAGGCACAAAA  |
| ENSMODG000000014615 | C11orf65       | chr4 | 245943367 | 245944367 | 125 | AGGATATAAGGTGGCCTCAACA  | CAGCAATGTAATTTGGTTCCAG  |
| ENSMODG000000000824 | DCUN1D5        | chr4 | 259665304 | 259666304 | 126 | ACATACACACACACGCAGTTT   | AAGTCCGTCAGTGTATAGCA    |
| ENSMODG000000004297 | PICALM         | chr4 | 325137648 | 325138648 | 127 | AATCCAGTGGAAGAGAATGGAA  | CTTGCAAAATCTAGGCACAGAA  |
| ENSMODG000000004498 | PCF11          | chr4 | 328701595 | 328702595 | 128 | TGCAAGTTTGTCTGTGAGTT    | GTACACCATCTCCAGCAAGAC   |
| ENSMODG000000012783 | ID3            | chr4 | 359890347 | 359891347 | 129 | CTCCTCAACAAAACAAACACG   | GCTGACTTTCTTTGGTGGAATC  |
| ENSMODG000000013020 | XM_001362581.1 | chr4 | 360458330 | 360459330 | 130 | TAGCTACAAAACAGCACGCATT  | GGCCACTAATGGCATAACCATA  |
| ENSMODG000000023715 |                | chr4 | 385763442 | 385764442 | 131 | CACTGCGGACAAATACCTACAA  | CCCTAGTCATTCTAGCCCAGTG  |
| ENSMODG000000009049 | TMEM160        | chr4 | 386060673 | 386061673 | 132 | AGCTGGAGCTGGAGATGGAG    | CTGGAAAGGAGGGGTGATTT    |
| ENSMODG000000002366 |                | chr4 | 387524083 | 387525083 | 133 | AACTGCCAAATCATGACTTCCT  | GAGAAACAGAAGGGAAAAAGCA  |
| ENSMODG000000006096 | TNFRSF25       | chr4 | 394682732 | 394683732 | 134 | CAAAGACGGTCTGGGATTCTAC  | AGCAATATGAGATGCTCAAACG  |
| ENSMODG000000023559 |                | chr4 | 401589273 | 401590273 | 135 | ATCATGCACCTAATTGTGCTC   | CACATCAGAGAATTCACACTGGA |
| ENSMODG000000017226 | PPIH           | chr4 | 429135945 | 429136945 | 136 | CCTAACAATAAGCCCAAACCTGC | GAAGAAGGAACTGGGGAAACT   |
| ENSMODG000000012053 | SEC31A         | chr5 | 35181234  | 35182234  | 137 | CAGCCTTGACAAGTTGAGTGAT  | GTGCTCAAAGTGGTTCTTACCC  |
| ENSMODG000000004762 | CCDC110        | chr5 | 79622982  | 79623982  | 138 | TGAAGTTCAGCGTCAACAAGAT  | TTGGGGGAACAAAGTACATAGA  |
| ENSMODG000000020706 | IGFBP7         | chr5 | 168647869 | 168648869 | 139 | AGTAAGGAAGATGCTGGGGAAT  | TGCGTAGATGCTAGGGATACAA  |
| ENSMODG000000020677 | TMEM165        | chr5 | 170377569 | 170378569 | 140 | GGCAAGGAAAAACAAAGTCCTA  | GGGATGAAACCATAGGTGAACA  |
| ENSMODG000000000034 | PCDH7          | chr5 | 195763940 | 195764940 | 141 | GTTCTGCAACCCAACATACTT   | ACCACCAGCTAACACTTTTGTG  |
| ENSMODG000000000423 | SEPSECS        | chr5 | 203290281 | 203291281 | 142 | AGTGATGGTGTCTCTGCAGTTG  | ATAAGGAACTAAGGCCCATGA   |
| ENSMODG000000006522 | LDHA_MONDO     | chr5 | 242663942 | 242664942 | 143 | TGATCACCTAGTGCAATGTT    | ACAACAATCCAACCAATTCTCT  |
| ENSMODG000000007335 | COPB1          | chr5 | 247048855 | 247049855 | 144 | TGCAATAGCTCACTGGCTTTA   | ATTGCACCCTTTCACATTCTCT  |
| ENSMODG000000008096 | ADM            | chr5 | 250096219 | 250097219 | 145 | GAACCTGGCTCACCAGATCTAC  | AACACCAAACCTTGACAGCAAGA |
| ENSMODG000000026540 | U6             | chr5 | 250107281 | 250108281 | 146 | AAAGAAAGAAAGAAGCCCAACC  | CTCCCTCGTCTATTCCCTTTTC  |
| ENSMODG000000009646 | WT1            | chr5 | 250270154 | 250271154 | 147 | AGGAAACGATATCCGAAAGACA  | AGAGAGCTCAAGGACTGGACTG  |

|                      |                |       |           |           |     |                         |                         |
|----------------------|----------------|-------|-----------|-----------|-----|-------------------------|-------------------------|
| ENSMODG00000013386   | NXNL2          | chr6  | 2293076   | 2294076   | 148 | ATACTGTATTGGGCTCCTCTGG  | TTCTGGCTGAATTTGGAGAGAT  |
| ENSMODG00000003495   | GAS1           | chr6  | 15524842  | 15525842  | 149 | CAAAGAACGCACTCATCTGAAC  | AGACTCGCAGTACGAGGAGGAT  |
| ENSMODG00000003820   | CD2A1_MONDO    | chr6  | 36296449  | 36297449  | 150 | ACCATTTGGGGGTTTTCTTAGT  | CCCAGGATCAGCTTCAATACAT  |
| ENSMODG000000025162  | XM_001373914.1 | chr6  | 36333515  | 36334515  | 151 | ATATTCTCCTCCCCTCTGCTTC  | GGTTTCCTGGACACTCTGATCT  |
| ENSMODG000000005539  | UGCG           | chr6  | 54243962  | 54244962  | 152 | GGGAAGGAAGGGTTAAGCTACA  | GCAGAGGAAATCCTTGACGTAT  |
| ENSMODG000000008046  | CYTH3          | chr6  | 62389852  | 62390852  | 153 | ATAGCACTTTGCTGTTTGAGCA  | CTTTTCCAAAGCCCTTACCTTT  |
| ENSMODG000000002641  | GDA            | chr6  | 94039653  | 94040653  | 154 | CCTACTTGTGCCATGTAAGTGC  | AAGTGGTTCCATTTTCAAGCTC  |
| ENSMODG000000003635  |                | chr6  | 102275090 | 102276090 | 155 | GGAATAAGGAAGTCACCACTGC  | ACAAGGAAAAGCTCGAATCAAC  |
| ENSMODG000000004516  | BHLHE40        | chr6  | 236726356 | 236727356 | 156 | CAGAGAAGATCCCTCCTCCTTT  | GGGCTACTTTACAGCTTTTGGA  |
| ENSMODG000000004830  | MTMR14         | chr6  | 242565134 | 242566134 | 157 | AGGTTTTCAGCACCAACTGAAC  | ATCTGGCTCAGCCTTACTTCAC  |
| ENSMODG000000004766  | COL4A1         | chr7  | 82619875  | 82620875  | 158 | CGACTTTGAAAGCAGGAGAACT  | CTGATTTGCCTAATTGCTGACA  |
| ENSMODG000000015025  | CLK1           | chr7  | 171107979 | 171108979 | 159 | GTCTTGAGGCAACTTGAACCTC  | ATTCTCAAGATGCTGACCATGA  |
| ENSMODG000000015605  | FN1            | chr7  | 178177078 | 178178078 | 160 | TCAGTTGCTGATTGTCCATCTT  | ATCACCAACCATCATTACACCA  |
| ENSMODG000000015703  | CCNL1          | chr7  | 244712188 | 244713188 | 161 | ACGGCCACAAGAGGAAAAAGT   | CCAAGACAGGAGTCAAGATTCTG |
| ENSMODG000000014421  | KLHDC5         | chr8  | 25879609  | 25880609  | 162 | ATGGTACAGGCTTGGACACTTT  | CAGAGAGTTGGGAGCCATTTAG  |
| ENSMODG0000000020516 | DUSP6          | chr8  | 62627976  | 62628976  | 163 | TGTAATGGAGTGATACGCTTGG  | AAATCCAATATCTCCCCCAACT  |
| ENSMODG000000017458  | RASK_MONDO     | chr8  | 93333479  | 93334479  | 164 | TATTTTCAGGGTGTTGATGATGC | GCCCTTAATAATTTTCCACTGC  |
| ENSMODG000000018312  | CCND2          | chr8  | 114355198 | 114356198 | 165 | GACTTCTCGAGAGCCAAAGAAC  | TCTTCTAGGATTGCCTGAAAGC  |
| ENSMODG000000018401  | WNK1           | chr8  | 117841274 | 117842274 | 166 | CACTCAGTGGAGTGGAACAAGT  | CACATCAAAACTGATGGCAAAG  |
| ENSMODG000000018521  | SLC38A2        | chr8  | 122746963 | 122747963 | 167 | CTGGCATAACAGCAAACCTTGAA | CAGATTTTAGGGGGTTACAGGA  |
| ENSMODG000000016607  |                | chr8  | 126406300 | 126407300 | 168 | ACCTTACCAAATACCCAGATGC  | TACCACATTGCTTTTCATCACC  |
| ENSMODG000000014499  | COPG2          | chr8  | 190464437 | 190465437 | 169 | ATGAAGGCAAGGTACTCTCAGC  | TAGATTGGCCTTAGGAGATGGA  |
| ENSMODG000000013750  | C7orf55        | chr8  | 201464609 | 201465609 | 170 | CACTTCCAAGCTGCTACCTACC  | CCATGTTCTTCTAGCTGTGTG   |
| ENSMODG000000013737  | KLRG2          | chr8  | 201570807 | 201571807 | 171 | CCTTTTGGATCTGCTCAAGAAC  | AGGCTCAAGGCTTTAGAATGTG  |
| ENSMODG000000006521  | PFKP           | chr8  | 232504676 | 232505676 | 172 | ATGGTGGTTGAAACTACGACCT  | ACTGAGAGCTCTGGAATCTGCT  |
| ENSMODG000000008021  | BAMBI          | chr8  | 244170301 | 244171301 | 173 | CTGGAGAGAGGAAAGAAGGCTA  | GGCAAAGTTAGACTTGGAATGC  |
| ENSMODG000000009719  | STAM           | chr8  | 256334468 | 256335468 | 174 | CGCAGAAAAGCCATGATACATT  | TGCTGCTACTGACGTCACAATA  |
| ENSMODG000000009818  | VIM            | chr8  | 256730655 | 256731655 | 175 | CTGAAAATTGCAGTTTGACCAC  | CAACACCATGATGATCTGGAA   |
| ENSMODG000000023924  | TWIST1         | chr8  | 304139473 | 304140473 | 176 | CATCGACTTCCTCTACCAGGTC  | GGTGGAATTTGGGAGTTTACAA  |
| ENSMODG000000021336  | NDUFV1         | chrUn | 7775211   | 7776211   | 177 | CATCAAGTTCGACCTGAACAAG  | ACTAATCACGGTTGGGGAATGT  |
| ENSMODG000000020581  | ANKFY1         | chrUn | 38479834  | 38480834  | 178 | ATTAAACCCCATGAGGAAAACC  | GCGTTGGTCTGAGTGAATAAAG  |
| ENSMODG000000007100  | IGF2R          | chr2  | 442547176 | 442548176 | 179 | GGGAGAGAAGGAGAGAAAAGGA  | GAAGCACCCGAGAACTAAAGA   |

Supplemental Table S4. SNP variation detected between individuals A0563 (LL1) X A0573 (LL2). 42 total SNPs. Genes chosen for SNP confirmation are indicated by an asterisk.

| Chromosome | Start     | End       | Ensembl Gene ID      | SNP/Genotype |       | POSITION   |
|------------|-----------|-----------|----------------------|--------------|-------|------------|
|            |           |           |                      | A0563        | A0573 |            |
| CHR1       | 50888330  | 50889340  | ENSMODG00000000633   | A            | AG    | 50888587*  |
| CHR1       | 108942890 | 108943900 | ENSMODG00000001165   | G            | AG    | 108943512  |
| CHR1       | 148353080 | 148354090 | ENSMODG00000001135   | A            | AG    | 148353432  |
| CHR1       | 285526640 | 285527650 | ENSMODG000000012905  | T            | CT    | 285527301* |
| CHR1       | 285630810 | 285631820 | ENSMODG000000012822  | C            | CT    | 285631226  |
| CHR1       | 333227660 | 333228670 | ENSMODG000000010724  | C            | CT    | 333227821* |
| CHR1       | 333244980 | 333245990 | ENSMODG000000023761  | AG           | A     | 333245463* |
| CHR1       | 333338010 | 333339010 | ENSMODG000000010717  | G            | C     | 333338396  |
| CHR1       | 343914250 | 343915260 | ENSMODG000000009436  | C            | GC    | 343915130* |
| CHR1       | 510096290 | 510097300 | ENSMODG000000015575  | A            | AT    | 510096540  |
| CHR1       | 589524310 | 589525320 | ENSMODG000000008637  | C            | T     | 589524693  |
| CHR1       | 624802970 | 624803980 | ENSMODG000000003396  | AG           | A     | 624803564* |
| CHR1       | 717916460 | 717917470 | ENSMODG000000015604  | C            | CT    | 717917106  |
| CHR2       | 78706630  | 78707640  | ENSMODG000000007194  | G            | AG    | 78707300   |
| CHR2       | 169499700 | 169500710 | ENSMODG000000014128  | AG           | A     | 169499823  |
| CHR2       | 194012780 | 194013790 | ENSMODG000000014859  | A            | AG    | 194013292  |
| CHR2       | 275269390 | 275270390 | ENSMODG000000013704  | AG           | G     | 275269467  |
| CHR2       | 285218800 | 285219810 | ENSMODG000000012785  | C            | A     | 285219179* |
| CHR2       | 302215600 | 302216610 | ENSMODG000000018800  | A            | AC    | 285219179* |
| CHR2       | 307679000 | 307680010 | ENSMODG000000018721  | A            | G     | 307679839* |
| CHR3       | 16801020  | 16802030  | ENSMODG000000019470  | AT           | T     | 16801290*  |
| CHR3       | 49543210  | 49543820  | ENSMODG000000025244  | A            | AG    | 49543500*  |
| CHR3       | 421671140 | 421672150 | ENSMODG000000000768  | G            | GT    | 421671879  |
| CHR3       | 437574710 | 437575720 | ENSMODG000000011184  | G            | T     | 437574828* |
| CHR3       | 460433660 | 460434670 | ENSMODG000000003841  | T            | CT    | 460434242* |
| CHR3       | 501254990 | 501256000 | ENSMODG000000023660  | A            | AG    | 501255667  |
| CHR4       | 12639110  | 12640120  | ENSMODG000000021051  | GT           | G     | 12639255   |
| CHR4       | 41989410  | 41990420  | ENSMODG000000007427  | T            | A     | 41989927   |
| CHR4       | 62096900  | 62097910  | ENSMODG000000001888  | G            | C     | 62097383   |
| CHR4       | 67631600  | 67632610  | ENSMODG000000018047  | G            | T     | 67632141   |
| CHR4       | 132780390 | 132781390 | ENSMODG000000000944  | G            | AC    | 132780626  |
| CHR4       | 168318450 | 168319450 | ENSMODG000000005628  | A            | G     | 168319167  |
| CHR4       | 259665300 | 259666310 | ENSMODG000000000824  | AG           | G     | 259665471* |
| CHR5       | 242663940 | 242664950 | ENSMODG000000006522  | A            | AT    | 242664163  |
| CHR6       | 236726350 | 236727360 | ENSMODG000000004516  | G            | AG    | 236726484  |
| CHR6       | 242565130 | 242566140 | ENSMODG000000004830  | G            | A     | 242565229  |
| CHR7       | 244712180 | 244713190 | ENSMODG000000015703  | AC           | C     | 244712322  |
| CHR8       | 25879600  | 25880610  | ENSMODG000000014421  | C            | CT    | 25879766   |
| CHR8       | 62627970  | 62628980  | ENSMODG000000020516  | G            | AG    | 62628747*  |
| CHR8       | 201570800 | 201571810 | ENSMODG000000013737  | T            | AG    | 201570943  |
| CHR8       | 244170300 | 244171310 | ENSMODG0000000008021 | C            | T     | 244171254  |
| CHR8       | 256730650 | 256731660 | ENSMODG000000009818  | A            | AT    | 256731126* |

Supplemental Table S5. SNP variation detected between individuals A0552 (LL1) X A0568 (LL2). 42 total SNPs. Genes chosen for SNP confirmation are indicated by an asterisk.

| Chromosome | Start     | End       | Ensembl Gene ID      | SNP/Genotype |       | POSITION   |
|------------|-----------|-----------|----------------------|--------------|-------|------------|
|            |           |           |                      | A0552        | A0568 |            |
| CHR1       | 276674510 | 276675520 | ENSMODG000000011684  | AT           | AT    | 276675391  |
| CHR1       | 285526640 | 285527650 | ENSMODG000000012905  | T            | CT    | 285527301* |
| CHR1       | 285630810 | 285631820 | ENSMODG000000012822  | A            | AG    | 285631526  |
| CHR1       | 333227660 | 333228670 | ENSMODG000000010724  | T            | GT    | 333228053* |
| CHR1       | 333244980 | 333245990 | ENSMODG000000023761  | A            | AG    | 333245463* |
| CHR1       | 333338010 | 333339010 | ENSMODG000000010717  | G            | C     | 333338396  |
| CHR1       | 343914250 | 343915260 | ENSMODG000000009436  | C            | CG    | 343915130* |
| CHR1       | 663121130 | 663122140 | ENSMODG000000008486  | CT           | C     | 663121514* |
| CHR2       | 109874510 | 109875520 | ENSMODG000000001558  | C            | CT    | 109874653  |
| CHR2       | 139634610 | 139635610 | ENSMODG000000006246  | C            | G     | 139635294* |
| CHR2       | 194012780 | 194013790 | ENSMODG0000000014859 | CT           | T     | 194013302  |
| CHR2       | 206114030 | 206115040 | ENSMODG000000024021  | AG           | G     | 206114857  |
| CHR2       | 225162270 | 225163280 | ENSMODG000000004465  | C            | T     | 225162765  |
| CHR2       | 275269390 | 275270390 | ENSMODG0000000013704 | AG           | G     | 275269467  |
| CHR2       | 285218800 | 285219810 | ENSMODG0000000012785 | AC           | C     | 285219179* |
| CHR2       | 302215600 | 302216610 | ENSMODG0000000018800 | G            | GT    | 302216483* |
| CHR2       | 307679000 | 307680010 | ENSMODG0000000018721 | A            | G     | 307679357* |
| CHR2       | 332904140 | 332905150 | ENSMODG0000000018444 | C            | CT    | 332904537  |
| CHR2       | 442547170 | 442548180 | ENSMODG000000007100  | A            | A     | 442547809* |
| CHR2       | 459548410 | 459549420 | ENSMODG000000004472  | G            | AG    | 459548616  |
| CHR2       | 505025230 | 505026240 | ENSMODG0000000019221 | G            | A     | 505025646  |
| CHR2       | 520272570 | 520273580 | ENSMODG0000000016394 | G            | CG    | 520270108  |
| CHR3       | 49543210  | 49543820  | ENSMODG000000025244  | A            | G     | 49543500*  |
| CHR3       | 232703750 | 232704760 | ENSMODG0000000020286 | G            | AG    | 232704431  |
| CHR3       | 269085270 | 269086280 | ENSMODG0000000021462 | G            | AG    | 269085368* |
| CHR3       | 377688000 | 377689010 | ENSMODG0000000004746 | C            | CT    | 377688211  |
| CHR3       | 437574710 | 437575720 | ENSMODG0000000011184 | G            | GT    | 437574828* |
| CHR3       | 437738810 | 437739820 | ENSMODG0000000011203 | G            | AG    | 437739703  |
| CHR3       | 460433660 | 460434670 | ENSMODG000000003841  | T            | C     | 460434242* |
| CHR4       | 10077070  | 10078080  | ENSMODG0000000021035 | T            | GT    | 10077387*  |
| CHR4       | 12639110  | 12640120  | ENSMODG0000000021051 | GT           | G     | 12639255   |
| CHR4       | 41989410  | 41990420  | ENSMODG0000000007427 | T            | AT    | 41989927   |
| CHR4       | 62096900  | 62097910  | ENSMODG000000001888  | CT           | C     | 62097717   |
| CHR4       | 67631600  | 67632610  | ENSMODG0000000018047 | T            | C     | 67631863   |
| CHR4       | 168318450 | 168319450 | ENSMODG0000000005628 | AG           | A     | 168319167  |
| CHR4       | 259665300 | 259666310 | ENSMODG0000000000824 | AG           | G     | 259665471* |
| CHR5       | 250270150 | 250271160 | ENSMODG0000000009646 | AG           | A     | 250270818* |
| CHR6       | 2293070   | 2294080   | ENSMODG0000000013386 | C            | CT    | 2293331    |
| CHR6       | 94039650  | 94040660  | ENSMODG0000000002641 | AG           | G     | 94040117   |
| CHR8       | 25879600  | 25880610  | ENSMODG0000000014421 | C            | T     | 25879766   |
| CHR8       | 62627970  | 62628980  | ENSMODG0000000020516 | CT           | T     | 62628670*  |
| CHR8       | 256730650 | 256731660 | ENSMODG0000000009818 | A            | AT    | 256731126* |

Supplemental Table S6. SNP variation detected between individuals A0567 (LL2) X A0578 (LL1). 49 total SNPs. Genes chosen for SNP confirmation are indicated by an asterisk.

Supplemental Table S7. SNP variation detected between individuals A0566 (LL2) X A0549 (LL1). 38 total SNPs. Genes chosen for SNP confirmation are indicated by an asterisk.

| Chromosome | Start     | End       | Ensembl Gene ID     | SNP/Genotype |       | POSITION   |
|------------|-----------|-----------|---------------------|--------------|-------|------------|
|            |           |           |                     | A0566        | A0549 |            |
| CHR1       | 50888330  | 50889340  | ENSMODG00000000633  | AG           | G     | 50888812*  |
| CHR1       | 285526640 | 285527650 | ENSMODG000000012905 | CT           | T     | 285527301* |
| CHR1       | 285630810 | 285631820 | ENSMODG000000012822 | CT           | C     | 285631226  |
| CHR1       | 333227660 | 333228670 | ENSMODG000000010724 | GT           | GT    | 333228053* |
| CHR1       | 343914250 | 343915260 | ENSMODG000000009436 | G            | CG    | 343915130* |
| CHR1       | 624802970 | 624803980 | ENSMODG000000003396 | A            | G     | 624803564* |
| CHR1       | 663121130 | 663122140 | ENSMODG000000008486 | C            | CT    | 663121514* |
| CHR2       | 139634610 | 139635610 | ENSMODG000000006246 | CG           | C     | 139635294* |
| CHR2       | 275269390 | 275270390 | ENSMODG000000013704 | CT           | C     | 275269633  |
| CHR2       | 285218800 | 285219810 | ENSMODG000000012785 | C            | AC    | 285219179* |
| CHR2       | 302215600 | 302216610 | ENSMODG000000018800 | T            | G     | 302216483* |
| CHR2       | 307679000 | 307680010 | ENSMODG000000018721 | G            | AG    | 307679357* |
| CHR2       | 332904140 | 332905150 | ENSMODG000000018444 | AG           | G     | 332904873  |
| CHR2       | 505025230 | 505026240 | ENSMODG000000019221 | A            | AG    | 505025646  |
| CHR2       | 522386350 | 522387360 | ENSMODG000000023140 | T            | C     | 522386432  |
| CHR3       | 16801020  | 16802030  | ENSMODG000000019470 | A            | AT    | 16801605*  |
| CHR3       | 49543210  | 49543820  | ENSMODG000000025244 | G            | AG    | 49543590*  |
| CHR3       | 377688000 | 377689010 | ENSMODG000000004746 | CT           | C     | 377688211  |
| CHR3       | 421671140 | 421672150 | ENSMODG000000000768 | GT           | GT    | 421671879  |
| CHR3       | 443006000 | 443007010 | ENSMODG000000001178 | CT           | T     | 443006178  |
| CHR3       | 460433660 | 460434670 | ENSMODG000000003841 | C            | CT    | 460434242* |
| CHR3       | 499708700 | 499709710 | ENSMODG000000025637 | G            | AG    | 499709016  |
| CHR4       | 10077070  | 10078080  | ENSMODG000000021035 | G            | T     | 10077387*  |
| CHR4       | 41989410  | 41990420  | ENSMODG000000007427 | A            | T     | 41989927   |
| CHR4       | 67631600  | 67632610  | ENSMODG000000018047 | CT           | C     | 67632076   |
| CHR4       | 132780390 | 132781390 | ENSMODG000000000944 | AC           | C     | 132780626  |
| CHR4       | 187738960 | 187739970 | ENSMODG000000009617 | CT           | T     | 187739279  |
| CHR4       | 259665300 | 259666310 | ENSMODG000000000824 | G            | AG    | 259665471* |
| CHR4       | 360458330 | 360459330 | ENSMODG000000013020 | A            | AT    | 360458582  |
| CHR5       | 242663940 | 242664950 | ENSMODG000000006522 | AT           | A     | 242664163  |
| CHR5       | 250270150 | 250271160 | ENSMODG000000009646 | A            | A     | 250270818* |
| CHR6       | 2293070   | 2294080   | ENSMODG000000013386 | C            | AC    | 2293370    |
| CHR6       | 36333510  | 36334520  | ENSMODG000000025162 | AG           | A     | 36333856*  |
| CHR6       | 54243960  | 54244970  | ENSMODG000000005539 | CT           | T     | 54244551*  |
| CHR6       | 94039650  | 94040660  | ENSMODG000000002641 | G            | AG    | 94040117   |
| CHR7       | 178177070 | 178178080 | ENSMODG000000015605 | CT           | C     | 178177875  |
| CHR7       | 62627970  | 62628980  | ENSMODG000000020516 | CT           | T     | 62628207*  |
| CHR7       | 201570800 | 201571810 | ENSMODG000000013737 | AT           | T     | 201570943  |

Supplemental Table S8. Summary of Pyrosequencing results for *Meis1*, *Cstb*, and *Rpl17*. Animal ID and cross type are indicated (1 - A0xxx - LL1 X LL2 and 2 - A0xxx- LL2 X LL1). The genotypes of the offspring are shown with the maternal allele listed first for all animals. Reference (Ref.) and alternative (Alt.) alleles and their respective expression percentages are shown in the subsequent columns. SNPs identified in Supplemental Figure F3 were used to assay allele specific expression for *Meis1* and *Cstb*. Genotypes for *Rpl17* were inferred from the PCR-Seq data due to the lack of quality Sanger reads for the gDNA. NM – Not measured

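Pyrosequencing reads the share of each allele at a SNP in PCR products of cDNA, and Table S8 gives that share for animals from both reciprocal crosses with the maternal allele written first in the genotype. An animal is informative only if its 2 alleles differ. For Meis1 the paper's values give maternal shares of 76.9% in A0695, 74.8% in A0719 and 93.2% in A0727, a mean of 81.6% ± 10.1 (SD, n = 3). The text of the paper gives the higher share to A0695 and the lower to A0727, the reverse of Table S8. For Cstb the paper's values give a maternal share of 0% in A0690 and from 84.4% to 100% in the 3 other heterozygous animals. For Rpl17 the maternal share is 100% in each of the 4 animals listed, and the maternal allele is G in all of them. The paper inferred these Rpl17 genotypes from PCR-Seq data, as it lacked good Sanger reads of the gDNA. An animal with G on both alleles would also read 100%, so these shares depend on the inferred genotypes.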

| Animal ID | Cross Type | Gene         | Genotype | Ref. Allele | Alter. Allele | % Ref Allele | % Alt Allele |
|-----------|------------|--------------|----------|-------------|---------------|--------------|--------------|
| A0690     | 1          | <i>Meis1</i> | A/A      | A           | G             | NM           | NM           |
| A0694     | 1          | <i>Meis1</i> | G/G      | A           | G             | 0.0%         | 100.0%       |
| A0695     | 1          | <i>Meis1</i> | G/A      | A           | G             | 23.1%        | 76.9%        |
| A0719     | 2          | <i>Meis1</i> | A/G      | A           | G             | 74.8%        | 25.2%        |
| A0727     | 2          | <i>Meis1</i> | A/G      | A           | G             | 93.2%        | 6.8%         |
| A0690     | 1          | <i>Cstb</i>  | T/G      | T           | G             | 0.0%         | 100.0%       |
| A0694     | 1          | <i>Cstb</i>  | G/T      | T           | G             | 0.0%         | 100.0%       |
| A0695     | 1          | <i>Cstb</i>  | T/T      | T           | G             | 100.0%       | 0.0%         |
| A0719     | 2          | <i>Cstb</i>  | G/T      | T           | G             | 1.6%         | 98.4%        |
| A0727     | 2          | <i>Cstb</i>  | G/T      | T           | G             | 15.6%        | 84.4%        |
| A0690     | 1          | <i>Rpl17</i> | G/T      | T           | G             | 0.0%         | 100.0%       |
| A0694     | 1          | <i>Rpl17</i> | G/T      | T           | G             | 0.0%         | 100.0%       |
| A0695     | 1          | <i>Rpl17</i> | G/T      | T           | G             | 0.0%         | 100.0%       |
| A0719     | 2          | <i>Rpl17</i> | G/T      | T           | G             | 0.0%         | 100.0%       |

Supplemental Table S9. Bisulfite PCR primers for *Meis*, *Cstb*, *Rpl17*, and *Igf2r*. Primers designed using Methyl Primer Express Software (Applied Biosystems, Inc.) to target the promoter CpG islands in bisulfite treated DNA. Two primers produced amplicons for *Cstb*. For *Igf2r*, we designed two primers each for the promoter CpG island and the CpG island at intron 11.

| Gene                     | CpG Island Location                      | Forward Primer             | Reverse Primers            | Amplicon Size (bp) |
|--------------------------|------------------------------------------|----------------------------|----------------------------|--------------------|
| <i>Meis1</i>             | <a href="#">chr1:624957358-624957620</a> | GATTTAGGGTTGGAGAAAGTTAG    | CAAAAAAAAAAAAAATCCCTCT     | 205                |
| <i>Cstb_1</i>            | <a href="#">chr4:10081961-10082165</a>   | ATTTATTGTTTAAAAAGTGGGAGG   | AAAAACAAAAAACTCAAATTTCC    | 274                |
| <i>Cstb_2</i>            | <a href="#">chr4:10081961-10082165</a>   | ATGGAAGGAAGGAGTTTAGTT      | AAATTCTTATCTTAAAAAATCAACCT | 274                |
| <i>Rpl17</i>             | <a href="#">chr3:437577629-437578003</a> | GGAAAAAGTTTTTGGAAATTGT     | AAAATTAACCAAATAACAACCCC    | 175                |
| <i>Igf2r_Promoter</i>    | <a href="#">chr2:442405660-442406525</a> | ATATTGGTTATAGGGATAAGGTTAGG | CATAAACTTCCCAAAATACTTCAC   | 283                |
| <i>Igf2r_Promoter</i>    | <a href="#">chr2:442405660-442406525</a> | TTTGAGATGAGTGTTAGAAAATT    | AACTAATAACCCCTAATCCATAA    | 157                |
| <i>Igf2r - Intron 11</i> | <a href="#">chr2:442405660-442406525</a> | AAGTGGTAAAAGGTTTTTTAATGTT  | AAATCTTTAATCATTTCTCTCC     | 224                |
| <i>Igf2r - Intron 11</i> | <a href="#">chr2:442405660-442406525</a> | TTTATTTAGTTAAATTGTTTGAAGAA | AAAAAAACCCAATAAAAAAACC     | 161                |

# Supplementary material for: Genome-wide histone state profiling of fibroblasts from the opossum, Monodelphis domestica, identifies the first marsupial-specific imprinted gene
**Source:** BMC Genomics. 2014 Jan 31;15:89. doi: 10.1186/1471-2164-15-89

Additional File 2

Supplemental Figures

Supplemental Figure S1. Pedigree Information. A) Crosses and animals used for ChIP-seq experiments. Animal IDs and stock source (LL1 or LL2) are indicated. B) Crosses and animals used for DNA and RNA verification experiments. Animal IDs are indicated. Top Panel: LL1 females crossed with LL2 males. Bottom Panel: LL2 females crossed with LL1 males.

A)

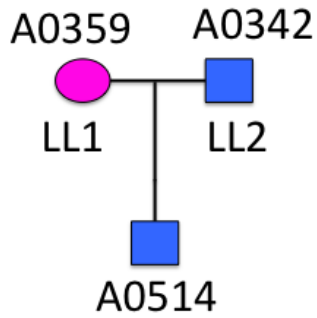

B)

How the deposited data were processed for this re-analysis (not part of the article)

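Native ChIP-seq was carried out by the authors on primary ear fibroblasts of a single male opossum with antibodies against H3K4me3, H3K9Ac, H3K9me3 and H3K27me3, with 1 library for each antibody and 1 library of input chromatin. Samples were assigned to antibodies from the sample labels, which match the Methods. The labels also say that chromatin was pooled for some animals, which the paper does not describe for this male. The authors filtered the reads for quality, mapped them to MonDom5 with Bowtie in Galaxy and called peaks in each library with MACS against the input. Versions of these tools are not given in the text of the paper. The deposited lists hold 1 row per peak with a score, which is minus 10 times the log10 of the p-value that MACS gave the peak, as the authors' files write it. No read counts or signal tracks were used here. The paper's numbers of aligned reads range from 56.9 M (H3K9me3) to 118.0 M (H3K27me3), and this difference in depth, together with peak width, can affect both the number of peaks and their scores. Without replicates the precision of a number of peaks is unknown, and the intervals given for shares are exact 95% binomial intervals that treat peaks as independent.

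The lists were read with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1. Starts were converted from counting from 0 to counting from 1. In 2 H3K9me3 peaks the start was below 0, at -130 for the lower of them, and was set to 0. The main setting kept peaks with a score of at least 50 (p of at most 1e-05), the threshold named in the paper. For the candidates of Table S3, for H3K9me3 peaks near CpG islands, for complete overlap and for concurrent marking on X, every deposited H3K9me3 peak was kept, as Table S2 does for its number of candidates. Peaks overlapped if they shared at least 1 base. The overlap code was tested on simulated peaks, where it found 200 of 200 overlaps placed among 9611 peaks, and was checked against bedtools 2.31.1 on the real lists. For shuffled sets, each peak was moved to a random position on its own chromosome, 100 times, with the largest peak end in any list as the chromosome's length. These positions ignore gaps, mappability and the placement of genes, so a shuffled value describes random placement and is not a test. Peaks per Mb were computed with the same lengths.

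Before the data were examined, alternatives were set for the peak threshold (every deposited peak, and p of at most 1e-10), for merging of peaks within 1000 bases, for leaving out unplaced sequence, and for the extent of overlap (50% or 100% of the peak). Alternatives added later are named as such where they are given. Genes named in the text are those whose histone profiles the paper describes and, among candidates with complete overlap, the 5 with the highest H3K9me3 score, together with candidates on X and candidates on a list of genes imprinted in eutherians that was written before the data were examined. As promoters could not be placed, complete overlap was taken within 10000 bases of the 3'-UTR region of Table S3. Promoter CpG islands of Meis1, Cstb, Rpl17 and Igf2r were taken from Table S9, which prints the same coordinates for the Igf2r promoter island and for the island in intron 11. Marking of promoters and CpG islands, the number of candidate genes and the position of H3K27me3 peaks relative to genes need an annotation of MonDom5 and were not analysed here. Htr2A, L3mbtl and Mest were not analysed here for the same reason.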

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

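The tests in this part were chosen after the overlaps had been seen, except the test of antibody cross-reaction, which was set before its value was seen. The paper set H3K27me3 aside, and the 3 results below come from that list.

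Peaks of H3K27me3 overlapped peaks of H3K9me3 more often than random placement. At p of at most 1e-05 for both marks, 3924 of 6668 H3K27me3 peaks (58.8%, interval 57.7% to 60.0%) shared a base with an H3K9me3 peak, against at most 21.4% in any of 100 shuffled sets. Unplaced sequence holds many H3K27me3 peaks, but without it the share was 42.2%, against at most 11.2% in shuffled sets. Weak peaks alone do not account for it either. At p of at most 1e-10 for both marks the share was 71.4%, against at most 27.1% in shuffled sets. The ratio to the shuffled mean hardly rose, from 2.93 to 3.02. Only 624 of the 1690 H3K27me3 peaks at p of at most 1e-10 were on autosomes, so unplaced sequence weighs more in this share. Weak peaks and unplaced sequence were not left out together. Regions that are called in every library would also carry H3K9Ac peaks. Of the 3924 H3K27me3 peaks, 28 (0.714%) did so, against at least 5.22% in shuffled sets, and with every deposited peak of each mark the share was 0.463% of 8850, against at least 5.31%. Regions called in the libraries of the 3 methylation marks would carry H3K4me3 peaks, and 32.4% of the 3924 did so, above any shuffled set (at most 19.4%), so such regions could account for that part at most. Cross-reaction of the H3K27me3 antibody with H3K9me3 would place an H3K27me3 peak in nearly all of the strongest H3K9me3 peaks. With every deposited peak of both marks, 51.6% of the strongest 1% of H3K9me3 peaks held one, against 5.55% of all H3K9me3 peaks, which is neither nearly all nor few. Cross-reaction and true joint marking therefore cannot be told apart with 1 antibody per mark and no replicate. Repeated sequence on the placed chromosomes was not tested, and no biological explanation was tested, as the design has no second condition.

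Of H3K27me3 peaks at p of at most 1e-05, 1557 (23.4%) overlapped an H3K4me3 peak, against 14.6% in the mean of the shuffled sets. This excess was absent on the placed chromosomes, where 8.53% overlapped, against a mean of 10.2% in shuffled sets. Unplaced sequence may therefore carry the whole excess. Only 68 H3K27me3 peaks (1.02%) overlapped H3K9Ac. A shared base does not show that 2 marks were on the same chromatin, and 163 H3K27me3 peaks (2.45%) lay wholly inside H3K4me3 peaks.

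Unplaced sequence held 32.68% of H3K27me3 peaks at p of at most 1e-05 and 19.56% of every deposited H3K27me3 peak, while making up 2.86% of the span. An input library with too few reads there would raise the number of peaks for every mark. H3K4me3 (4.46% of its peaks) and H3K9me3 (6.28%) also had more peaks there than the share of the span, whereas H3K9Ac had fewer, at 1.61% (interval 1.51% to 1.73%). As the marks go both ways and input reads were not used here, low input and enrichment of these marks cannot be told apart. Repeats collapsed in the assembly, where more copies give more reads and lower p-values, stay open and were not tested, as does true enrichment of H3K27me3 in such repeats.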

How the results depend on the processing

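Across 29 results, 117 alternative values were computed, of which 48 changed little, 68 moved and 1 reversed. The 48 include values that could not change, since every deposited H3K4me3 and H3K9Ac peak passes the main threshold. With no replicates, a count was taken as moved when it left a factor of 1.5 and a ratio when it left its 95% interval. A count cannot reverse, and a ratio to the mean of the shuffled sets was taken as reversed when it crossed 1. Overlap of H3K27me3 with H3K4me3 was 1.6 times that mean in the main setting and 0.832 times without unplaced sequence. The other ratios to shuffled sets stayed on their side of 1 under every alternative run for them. Merging of peaks was set before the data were examined but was run only for the numbers of peaks, not for overlaps. The alternatives for the candidates of Table S3, for complete overlap, for the 3 CpG islands and for a score of at least 66 were chosen after seeing the data. No paired analysis was possible because there was 1 library per mark. Planned results on promoters, CpG islands, candidate genes, candidate genes with complete overlap and the position of H3K27me3 relative to genes were not run, nor was the X chromosome without the CpG island criterion, since they need an annotation of MonDom5. The cause of a change was not tested except where the setting itself removes peaks.

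The numbers of H3K4me3 and H3K9Ac peaks stayed within a factor of 1.5 under all 4 alternatives. Of these, every deposited peak could not change them, as both lists start at a score of 50. The numbers of H3K9me3 and H3K27me3 peaks depended on the threshold. With every deposited peak they were 159734 and 16592, and at p of at most 1e-10 they were 28551 and 1690, against 87583 and 6668. A score of at least 66 gave 57942 H3K9me3 peaks.

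With every deposited peak, 1651 H3K9me3 peaks overlapped H3K9Ac and 8850 H3K27me3 peaks overlapped H3K9me3. At p of at most 1e-10, 2009 H3K9me3 peaks overlapped H3K4me3, 496 overlapped H3K9Ac and 469 overlapped both, while 383 H3K27me3 peaks overlapped H3K4me3, 16 overlapped H3K9Ac and 1207 overlapped H3K9me3. These counts fell with the number of peaks. As shares, overlap of H3K9me3 with H3K4me3 was 5.49% in the main setting, 3.83% with every deposited peak and 7.04% at p of at most 1e-10, and it was below the mean of the shuffled sets in all 3. Without unplaced sequence, 2910 H3K9me3 peaks overlapped H3K4me3, 383 H3K27me3 peaks overlapped H3K4me3 and 1896 overlapped H3K9me3.

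When 50% of the peak had to be covered, 2822 H3K9me3 peaks overlapped H3K4me3, 311 overlapped H3K9Ac and 293 overlapped both, and 11 H3K27me3 peaks overlapped H3K9Ac. When the whole peak had to be covered, the numbers were 24890 H3K9Ac peaks in H3K4me3 and 6701 H3K4me3 peaks in H3K9Ac. For H3K9me3 they were 617 in H3K4me3, 133 in H3K9Ac and 127 in both, and for H3K27me3 they were 163 in H3K4me3, 1 in H3K9Ac and 1325 in H3K9me3. A stricter overlap can only lower a count.

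The number of candidates of Table S3 near a concurrently marked H3K9me3 peak was 139 in the main setting, 84 within 20000 bases, 61 within 10000 bases and 61 at p of at most 1e-10 for every mark. H3K9me3 peaks wholly inside both MOA peaks numbered 237 with every deposited peak, 127 with H3K9me3 at p of at most 1e-05 and 53 at p of at most 1e-10. The Meis1 H3K9me3 peak was lost at p of at most 1e-05, whereas those of Cstb and Rpl17 stayed at p of at most 1e-10. Whether the depth of the H3K9me3 library, the lowest of the 4, limits the detection of weak peaks such as that of Meis1 was not tested.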

Differences from the paper's values

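At p of at most 1e-05 the H3K9me3 list held 87583 peaks, against the paper's 56719. Of the alternatives set before the data were examined, merging peaks within 1000 bases (77249) and leaving out unplaced sequence (82087) came within a factor of 1.5, whereas every deposited peak (159734) and p of at most 1e-10 (28551) did not. A score of at least 66, chosen after seeing the values, gave 57942. Table S1 prints 52511 for H3K9me3 and 56719 for H3K9Ac, the reverse of the text and of Table S2, and the deposited H3K9Ac list holds 52511. The H3K9me3 peaks at p of at most 1e-05 were obtained by filtering the deposited list, which reaches a p of 0.001, and whether a separate run of MACS at the stricter threshold gives the same peaks was not analysed here.

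The H3K27me3 list held 6668 peaks at p of at most 1e-05, against the paper's 16592. Every deposited peak, a set that reaches down to a p of 0.001, gave 16592. The stricter threshold (1690), merging (6075) and leaving out unplaced sequence (4489) did not close the gap.

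Overlap with H3K4me3 was found for 5.49% of H3K9me3 peaks, against the paper's 11%, which is 6410 of 56719 peaks. Of the alternatives set before the data were examined, merging was not run for overlaps, and none of the others closed the gap in the share. The share was 3.83% with every deposited peak, 7.04% at p of at most 1e-10 and 3.55% without unplaced sequence. It was 3.22% when 50% of the peak had to be covered and 0.705% when the whole peak had to be covered. A score of at least 66 for H3K9me3, chosen after seeing the values, gave 7.26%. As numbers of peaks, those with every deposited peak came near the paper's. They were 6116 of 159734 for overlap with H3K4me3, 1651 for overlap with H3K9Ac and 1555 for overlap with both, against the paper's 6410, 1615 and 1531. At p of at most 1e-05 they were 4807, 1091 and 1039. Table S2 sets its numbers beside a total of 56719, and whether the number and the total behind the paper's 11% come from lists at the same threshold was not settled here.

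The paper marks significant H3K9me3 enrichment at the Meis1 promoter at the threshold it uses for its figures. In the deposited list the H3K9me3 peak there had the authors' p = 0.00024, so it passed the looser threshold and not the stricter. The paper counts the genes with strongly biased expression among those whose 3 peaks overlap completely. In the deposited lists, the share of the H3K9me3 peak common to all 3 marks was 100% at Meis1, 93.8% at Cstb and 32.0% at Rpl17.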

Other observations

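The tests in this part on random overlap and on the X chromosome were chosen after the values had been seen, and the tests on the strength of H3K4me3 peaks were set before their values were seen, the one within ranges of width after the ratios to shuffled sets had been seen.

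Concurrent marking by H3K9me3 and both MOAs was rarer than random placement would give. With every deposited H3K9me3 peak, the number was 0.180 of the mean of 100 shuffled sets (1555 against 8658, lowest 8426), and at p of at most 1e-05 it was 0.201 of the mean, so coincidence of unrelated peaks would give more such peaks, not fewer. Because H3K9me3 avoids active regions in general, a shuffled set is a poor guide to how many of the remaining overlaps arise by chance inside active regions, and this was not tested.

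A hypothesis was that H3K9me3 peaks at active promoters are signal from the most strongly marked regions, for example through unspecific recovery of accessible chromatin. The ratio of observed to shuffled overlap would then rise with the H3K4me3 score and exceed 1 at the ceiling. Among H3K4me3 peaks that overlapped H3K9Ac, the ratio rose from 0.135 at scores of 50 to 100 to 0.309 at scores of 500 to 1000, then fell to 0.240 at 1000 to 3100 and 0.195 at the ceiling. The share of these H3K4me3 peaks with an H3K9me3 peak did not fall in this way. It was 1.72% at scores of 50 to 100, 6.16% at 500 to 1000, 5.51% at 1000 to 3100 and 6.03% at the ceiling, where the median width was 5853 bases, against 3098 bases at 500 to 1000. The ratios therefore leave the hypothesis open, as they depend on peak width and on shuffled sets. Among H3K4me3 peaks of similar width, the hypothesis would give a higher share at the ceiling. For widths of 4000 to 6000 bases the share was 2.44% at the ceiling (interval 1.86% to 3.13%) and 11.5% at scores of 500 to 1000 (10.1% to 13.2%), and for widths of 2000 to 4000 bases it was 1.69% (0.846% to 3.00%) and 5.12% (4.56% to 5.73%). These values argue against the hypothesis for peaks of 2000 to 6000 bases only, and it was not tested at equal width for wider peaks. Of the 351 ceiling peaks with an H3K9me3 peak, 59 were in the range of 4000 to 6000 bases and 11 in that of 2000 to 4000. Most were therefore left out, as were the ceiling peaks at Meis1 (25574 bases) and Cstb (9543 bases).

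The paper takes the lack of X-linked candidates in a male as an internal control. From the share of H3K9me3 peaks on X, 0.55 of the 178 candidates would be expected there, a number at which a count of 0 says little about false positives. This number takes the scarcity of H3K9me3 on X as given, which may itself be part of what the control shows. From the share of the sequence, 3.9 would be expected, and from the share of H3K4me3 peaks that overlap H3K9Ac, 1.5. The share of H3K9me3 peaks that overlap both MOAs would give 0.11, but it rests on 1 such peak on X. The weight of a count of 0 therefore depends on which share applies. Why X has so few H3K9me3 peaks is open. A single copy of X in male cells would lower the scores there. If it took them to 50% of their value, 0.407 of autosomal H3K9me3 peaks would still be in the list. The observed ratio of X to autosomes was 0.141 for every deposited peak. A shortfall was not particular to H3K9me3. The same values were 0.769 against 0.436 for H3K4me3, 0.75 against 0.42 for H3K9Ac and 0.212 against 0.081 for H3K27me3. How far a single copy lowers a score was not measured, so this and a true lack of H3K9me3 on X cannot be told apart.

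Of the eutherian imprinted genes listed before the data were examined, KCNK9, WT1 and COPG2 are among the candidates of Table S3. The H3K9me3 peak with both MOAs nearest to the 3'-UTR region was 82.3 kb away for KCNK9 (score 156), 172.2 kb for WT1 (score 63.3) and 47.5 kb for COPG2 (score 149). The peak nearest to WT1 overlaps the 3'-UTR region of ADM, and that nearest to KCNK9 overlaps the 3'-UTR region of a gene without a symbol, both candidates of Table S3 as well. Whether these peaks lie at the promoters of these genes was not analysed here.

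At Meis1 the 3'-UTR region of Table S3 (MonDom5 chromosome 1, 624802971 to 624803971) lay inside another pair of wide MOA peaks, of H3K4me3 from 624790189 to 624805544 and of H3K9Ac from 624790691 to 624805407, both at the score ceiling. The paper does not describe them.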
